# Ciliary proteins specify the cell inflammatory response by tuning NFκB signalling, independently of primary cilia

**DOI:** 10.1242/jcs.239871

**Published:** 2020-07-08

**Authors:** Megan Mc Fie, Lada Koneva, Isabella Collins, Clarissa R. Coveney, Aisling M. Clube, Anastasios Chanalaris, Tonia L. Vincent, Jelena S. Bezbradica, Stephen N. Sansom, Angus K. T. Wann

**Keywords:** IFT88, Inflammation, Macrophage, NFkB, Primary cilia, TTBK2

## Abstract

Complex inflammatory signalling cascades define the response to tissue injury but also control development and homeostasis, limiting the potential for these pathways to be targeted therapeutically. Primary cilia are subcellular regulators of cellular signalling, controlling how signalling is organized, encoded and, in some instances, driving or influencing pathogenesis. Our previous research revealed that disruption of ciliary intraflagellar transport (IFT), altered the cell response to IL-1β, supporting a putative link emerging between cilia and inflammation. Here, we show that IFT88 depletion affects specific cytokine-regulated behaviours, changing cytosolic NFκB translocation dynamics but leaving MAPK signalling unaffected. RNA-seq analysis indicates that IFT88 regulates one third of the genome-wide targets, including the pro-inflammatory genes *Nos2*, *Il6* and *Tnf*. Through microscopy, we find altered NFκB dynamics are independent of assembly of a ciliary axoneme. Indeed, depletion of IFT88 inhibits inflammatory responses in the non-ciliated macrophage. We propose that ciliary proteins, including IFT88, KIF3A, TTBK2 and NPHP4, act outside of the ciliary axoneme to tune cytoplasmic NFκB signalling and specify the downstream cell response. This is thus a non-canonical function for ciliary proteins in shaping cellular inflammation.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Ciliary proteins, acting independently of the ciliary axoneme, regulate the dynamics of cytosolic NFκB, but not other signalling pathways, defining an important subset of the inflammatory response.

## INTRODUCTION

Cells and tissues elicit complex, context-dependent and heterogenic responses to pro-inflammatory cues. A wide range of stimuli activates inflammatory signalling, inducing an even broader spectrum of downstream cell and tissue behaviours that underpin important developmental, homeostatic and pathophysiological responses. The nature of these responses is shaped not only by the transcriptional and epigenetic state of the cell involved, but also by the differential recruitment and dynamics of cytosolic signalling pathways (Purvis and Lahav, 2013). This is exemplified by the temporal encoding of the NFκB signalling pathway (Tay et al., 2010). The timing and locations of the lynchpin biochemical events in the NFκB cascade, namely the phosphorylation and destruction of the inhibitory protein IκB and subsequent release and nuclear translocation of the NFκB transcription factors such as P65 (also known as RELA), are likely critical for how cells integrate extracellular cues and elicit an appropriate downstream response (Mitra et al., 2017). Pathway dynamics and amplitudes in both stromal and immune cells are critical in defining tissue inflammation, and thus dissecting the means by which response specificity is encoded, is vital for understanding and therapeutically targeting inflammatory pathology.

In recent decades, the primary or immotile cilium and its associated collec tive of signal transduction machinery or ‘ciliome’, have been actively researched, after being largely ignored for over a century. The most well-known function of the primary cilium is to act as a single, microtubule-based scaffold where the ciliary proteins directly regulate the transduction events associated with ligand-induced Hedgehog (Hh) signalling, thus tuning transcriptional output (Bangs and Anderson, 2017). Canonically, this regulation takes place within the nanoscale axonemal compartment, supported by intraflagellar transport (IFT) powered by kinesins and dyneins. As a result of this regulatory influence over key developmental pathways such as Hh signalling, ciliary function is now recognized to be critical to metazoan life, and congenital dysfunction of cilia/ciliary proteins results in the human ciliopathies (Reiter and Leroux, 2017). The ciliary compartment assembles from the basal body, formed by modification of the mature centriole. Ciliary assembly at the microtubule-organizing centre connects this organelle to the wider cellular transport cytoskeletal system, supporting a role as a transduction hub for cellular signalling. The cilium may be a critical component of a conserved cytosolic–nuclear pathway, enabling signal integration (Satir and Satir, 2019). Importantly, there are documented non-ciliary roles for ciliary proteins (Delaval et al., 2011), including IFT proteins, in cell types that do not assemble cilia such as immune cells (Finetti et al., 2009; Stinchcombe and Griffiths, 2014).

We previously identified that a hypomorphic mutation affecting the ciliary protein intraflagellar transport protein 88 (IFT88) inhibits the cellular response to the inflammatory cytokine interleukin-1 (IL-1), acting below receptor level, at the level of cytosolic IκB kinase (IKK) (Wann and Knight, 2012; Wann et al., 2014). This in turn alters ciliary structure and trafficking, over a period of hours, and, in turn, affects its function (Wann et al., 2013; Thompson et al., 2015). Subsequent work by others *in vitro* in other cell types (Baek et al., 2017), in the contexts of established ciliopathies (Viau et al., 2018; Zimmerman et al., 2018; Zimmerman et al., 2019) and previously ciliary-unrelated disease (Dinsmore and Reiter, 2016), supports a putative link between the cilium and inflammatory signalling.

However, it remains unclear whether this really represents a role for the primary cilium in transducing inflammatory signalling. The scope of this influence beyond NFκB signalling and over broader transcriptional and cell behaviour, is also unknown. Here, we define the influence of IFT88 in the specification of the cell response to inflammatory cues and explore the role of the cilium. Our data suggest the regulatory influence of IFT88 is specific to a subset of highly influential inflammatory responses through a bias towards regulation of NFκB signal dynamics over other pathways. This regulation is apparently independent of the ciliary axoneme and extends to macrophages.

## RESULTS

### Disruption of IFT88 alters some, but not all, cellular responses to the inflammatory cytokines IL-1β and TNF

IFT88 was first identified in mammalian cells following an insertional mutation in the non-coding region as part of a random mutagenesis screen, which resulted in a polycystic kidney phenotype (the ‘ORPK’ mouse) (Moyer et al., 1994). Previously, we have employed immortalized fibroblast-like chondrocytes originally isolated from the ORPK mouse. In accordance with previous findings, implicating IFT88 and the primary cilium in IKK activity within the NFκB cascade, (Wann et al., 2014), we found that cells harbouring the truncated IFT88*^ORPK^* hypomorphic protein (Fig. S1A) showed reduced mRNA induction of nitric oxide synthase (iNOS; gene *Nos2*) and prostaglandin E2 synthase (COX2; gene *Ptgs2*), associated with inhibited protein induction as shown previously, following stimulation with IL-1β (Fig. S1B). The IFT88*^ORPK^* mutation is associated with near ablation of cilia assembly, with ∼10% of cells assembling a stunted cilium in this line (Wann et al., 2012). However, IFT88 perturbation also has non-ciliary effects, such as in mitotic cells during the phase of the cell cycle when the cilium is disassembled (Delaval et al., 2011). In light of this, we conducted experiments using the same wild-type (WT) immortalized line as previously to test for the role of IFT88 in IL-1β and TNF responses, using a SMARTpool 4× siRNA approach (IFT88^siRNA^), which depleted IFT88 (Fig. 1A) in subconfluent cells, prior to entry into G0 phase and subsequent ciliogenesis. This was compared against a non-targeting (NT) siRNA pool and resulted in an approximate halving of cilia prevalence from a median of 50.1% down to 27.5% (Fig. 1A). In a similar manner to that seen in IFT88*^ORPK^*, siRNA depletion of IFT88 also inhibited the induction of iNOS (Fig. 1B) and COX2 (Fig. S1D) in response to IL-1β. Depletion of IFT88 also inhibited the response to TNF (Fig. S1D). IFT88 itself was not regulated by IL-1β (Fig. S1E).

**Fig. 1.**
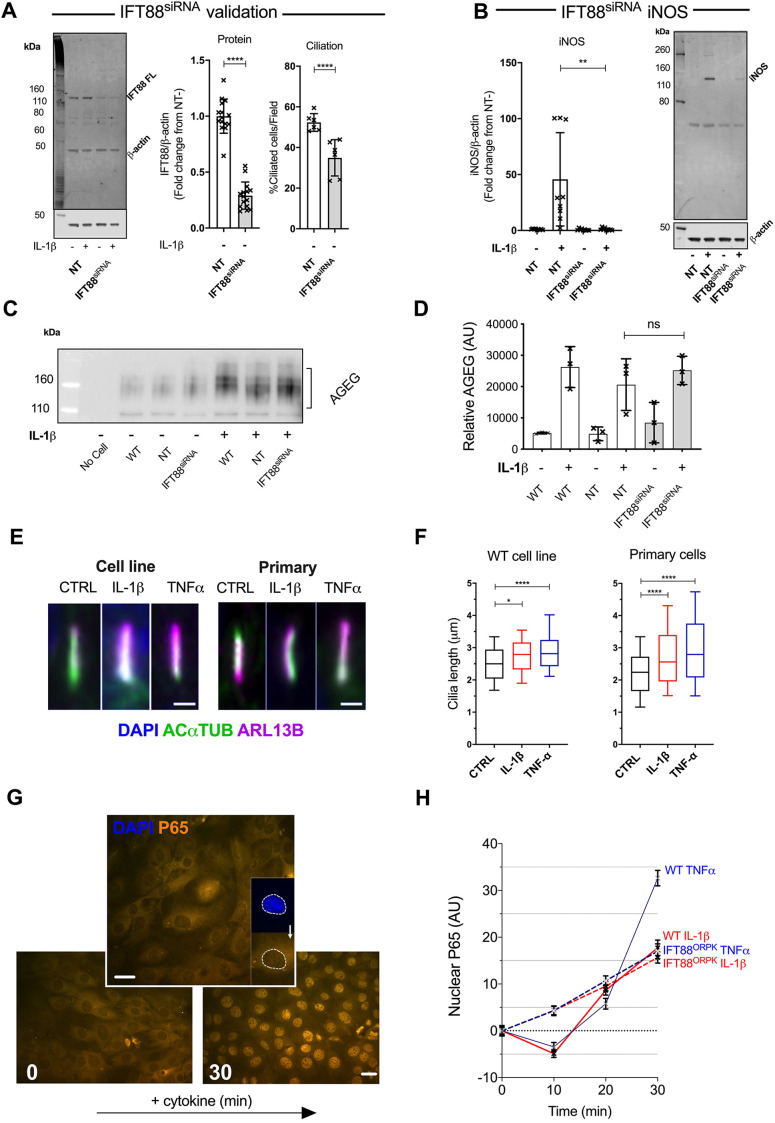
**Hypomorphic and siRNA-mediated disruption of IFT88 in fibroblast-like chondrocytes inhibits select responses to inflammatory cytokines and alters NFκB activation dynamics before ciliary elongation.** (A) Western blot analysis probing for IFT88 (left) in non-targeting (NT) control and IFT88^siRNA^ cell lysates, from cells cultured with or without 10 ng/ml IL-1β for 24 h. IFT88 was quantified (middle) and the data presented as a mean±s.d. fold change from mean IFT88/β-actin levels of the no IL-1β NT condition (set at 1) (*n*=15). ****P<0.0001 (Student's *t*-test. *t*=14 d.f.=28). Effect of siRNA-mediated IFT88 depletion on cilia (right), shown as mean±s.d. percentage ciliated cells in NT and IFT88^siRNA^ cell cultures (*n*=6 fields from two repeats). ****P<0.0001 (Fisher's exact test on contingency data). (B) iNOS protein expression in NT and IFT88^siRNA^ cells cultured with or without 10 ng/ml IL-1β for 24 h. Protein levels were quantified and the data presented as a mean±s.d. fold change from mean iNOS/β-actin levels of the no IL-1β NT condition (set at 1). (*n*=9). **P<0.0001 (Student's *t*-test. *t*=3.215. d.f.=16. Mann–Whitney test. U=18). (C) Western blot analysis of conditioned medium from WT, NT and IFT88^siRNA^ cells cultured with or without 10 ng/ml IL-1β for 24 h, probing for AGEG, with a medium only/no cell control in the first lane. (D) Quantification of the mean±s.d. amount of AGEG in the conditioned medium from WT, NT and IFT88^siRNA^ cells cultured with or without 10 ng/ml IL-1β for 24 h (*n*=3 for each condition). ns, not significant between conditions (*P*=0.1625, two-way ANOVA). (E) Representative images used to calculate cilia length for the WT cell line (left), and primary porcine chondrocytes (right) with or without 10 ng/ml IL-1β or TNF for 24 h. Scale bars: 1 μm. (F) Data from E presented as box-and-whisker plots, where the box represents the 25–75th percentiles, and the median is indicated. The whiskers show the 10–90th percentiles (*n*>90 cilia for each condition for the WT cell line; *n*>260 cilia for each condition for the primary cells). *P=0.0163, ****P<0.0001 (one-way ANOVA with Tukey's multiple comparisons test, WT cell line); ****P<0.0001 (one-way ANOVA with Dunn's multiple comparisons test, primary cells). (G) Representative image of P65 localization in unstimulated (lower left) and 30 min cytokine-stimulated (lower right) WT chondrocytes. Nuclear P65 intensity was quantified by defining the nucleus as a region of interest using DAPI signal (top), and measuring the P65 signal within that region. Scale bars: 5 µm. (H) Data from G presented as mean±s.e.m. for WT (solid lines) and IFT88^ORPK^ (dashed lines) cells, normalized to their own 0 h starting intensity. Experiments had a 30 min time course of 10 ng/ml IL-1β (red lines) or TNF (blue lines), with 10, 20 and 30 min cytokine time points and an unstimulated medium only 0 h time point (*n*=140 to 200 nuclei per condition).

Inflammation often induces tissue remodelling. For example pro-inflammatory cytokines, such as IL-1β, increase proteoglycan matrix degradation in cartilage. By co-culturing cells with a recombinant matrix substrate, in this case aggrecan, as described previously (Ismail et al., 2015), cytokine-induced protease activity can be monitored by antibodies against the matrix neoepitopes generated by catabolism (Fig. 1C, quantified in 1D). In contrast to classical inflammatory gene inductions, IL-1β-stimulated catabolism was unaffected by IFT88 depletion. Additionally, IL-1β-mediated transcriptional induction of the gelatinase *Mmp3* and collagenase *Mmp13* were not inhibited by the hypomorphic IFT88*^ORPK^* mutation (Fig. S1F). Thus, not all cytokine-induced responses appear to be IFT88 regulated.

### Targeting IFT88 in fibroblast-like chondrocytes alters NFκB activation dynamics downstream of IL-1β and TNF

*Nos2*, *Ptgs2*, *Mmp3*, *Mmp13* and the proteases responsible for aggrecanolysis have all previously been shown to be transcriptionally dependent on NFκB (Fan et al., 2006; Kobayashi et al., 2013). However, matrix metalloproteinase (MMP) induction and aggrecanase activity, which are apparently unaffected by IFT88 targeting, are often induced later than *Nos2* and *Ptgs2*. Thus, the selectivity of IFT88 regulation, over responses with different timings, led us to explore signalling dynamics downstream of cytokine exposure. While primary cilia in this fibroblast-like chondrocyte line elongate in response to IL-1β or TNF, as seen in primary cells (Wann and Knight, 2012; Wann et al., 2013), elongation takes place hours after IL-1β or TNF exposure (Fig. 1E,F), by which time early responses such as *Nos2* induction are well underway. Having previously investigated IKK activation, IκB phosphorylation and degradation (Wann et al., 2014), we chose here to carefully investigate the cytosolic dynamics of NFκB signaling activation and transduction upstream to transcriptional induction, but downstream to IKK. The NFκB transcription factor P65 is shuttled to the nucleus (Fig. 1G) upon its release from IκB. We used microscopy to monitor and quantify rapid P65 shuttling to the nucleus between 10 and 30 min after IL-1β and TNF stimulation. There was no robust difference in either apparent nuclear P65 observed at baseline (Fig. S2A) or total P65 expression (Fig. S2B). However, IFT88 disruption altered the dynamics of signalling (dashed lines, Fig. 1H; Fig. S2A), most notably decreasing the rate of rapid nuclear accumulations seen between 10 and 30 min, although not always the final amount of nuclear P65 accumulated after 30 min. The mean rates (slope) of translocation between 10 and 30 min for WT cells were 1.15±0.08 and 1.79±0.09 for IL-1β and TNF, respectively. In IFT88*^ORPK^* cells, these rates were reduced to 0.56±0.07 and 0.64±0.09, respectively, both rates statistically significantly different from respective WT rates (mean±s.e.m., *P*≤0.0001 for both cytokines, linear regression analysis). In agreement with previous studies exploring the IKK–IκB axis (Wann et al., 2014), depletion of IFT88 affected the IκB degradation rate albeit, in contrast to IFT88*^ORPK^*, due to a change in absolute starting amounts of IκB (Fig. S2C,D). This led us to hypothesize that IFT88 either regulates the dynamics of NFκB signalling, affecting specific targets on the basis of their transcriptional timing (early or late response), or that, for some responses, the effect on NFκB signalling is compensated for by another, unaffected, pathway. A likely candidate would be the JNK pathway, as it has been shown to be responsible for cytokine-induced protease activity (Ismail et al., 2015).

### Depletion of IFT88 alters one third of the genome-wide IL-1β-induced transcriptional signature independently of transcriptional timing

To further delineate the regulatory effect of IFT88 in regulating the response to pro-inflammatory cytokines, we used RNA sequencing (RNA-seq) to study the impact of IFT88 depletion on the transcriptional response to stimulation with IL-1β. 

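The RNA-seq samples were cells of a conditionally immortalised mouse fibroblast-like chondrocyte line transfected with a non-targeting pool of siRNA (NT) or with siRNA against *Ift88* (IFT88siRNA). The methods give the siRNA at 10 nM and the sample labels give it at 50 nM. Cells were kept in medium only (0 h) or treated with 10 ng/ml IL-1β for 1, 2, 4, 8 or 24 h, with 3 replicates of each of the 12 conditions and 36 libraries in all. The authors made poly(A) RNA libraries, sequenced them as paired-end reads, aligned the reads to the mouse genome (GRCm38) with Hisat2 and the Ensembl annotation, and deposited the counts of reads per gene from featureCounts without normalization. The authors also deposited TPM values per gene, quantified from the same reads with Salmon. The sample labels describe multiplexed libraries sequenced over 3 lanes of a flow cell, and neither they nor the methods assign a library to a lane or batch. The counts on genes summed to between 19337022 and 38304127 per library, with a median of 21672803.5 in the 18 NT libraries and 25873754 in the 18 IFT88siRNA libraries. Reads without molecular identifiers are not independent molecules, so the precision that these depths give covers counting error only. Across pairs of replicates of a condition, the chi-square per degree of freedom was between 1.85 and 13.0, where 1 is what counting error alone gives. The libraries were scaled with edgeR's TMM method, genes with low counts were removed with edgeR's filterByExpr function, and the rest were tested with edgeR's quasi-likelihood F-test, which is two-sided, with Benjamini-Hochberg adjustment. As in the paper, a gene was taken as changed when its adjusted p-value was under 0.05 and its fold change was over 1.5. The standard error of a log2 fold change was taken from the change and its F-statistic. ImpulseDE2, with which the paper analysed the time course, was not used here. In its place, F-tests of all the time points together were used.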

To do so, we profiled IFT88 siRNA-depleted and NT control samples at steady state and at 1, 2, 4, 8 and 24 h following stimulation with IL-1β. To investigate the transcriptional timing hypothesis, we first characterized the normal IL-1β response, separating significantly regulated genes into five clusters according to their temporal profiles (Fig. 2A; Fig. S3A,B). 

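In the 18 NT libraries, 16048 genes were tested against the 0 h level at the 5 time points together, and 8017 of them passed both thresholds. Of these, 4373 genes were above the 0 h level by over 1.5-fold at a time point, 4952 were below it and 1308 were above it at one time point and below it at another. The count moved most without the threshold on the fold change, which gave 14188 genes. The log2 CPM values of the 8017 genes, scaled per gene across the 18 libraries, were separated by k-means clustering with 50 random starts into 5 clusters. The clusters took the paper's numbers by the closest match of their mean profiles to the profiles that the paper describes. Cluster 1 held 1473 genes, cluster 2 1891, cluster 3 1419, cluster 4 1440 and cluster 5 1794. The clusters were formed from the NT values, so the shape of their NT profiles is not a test, whereas the values of the IFT88siRNA libraries were not used to form them.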

The first cluster identified by this analysis (cluster 1) comprised genes that were reduced in abundance 4–24 h after stimulation. 

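Averaged over the 1473 genes of cluster 1, the log2 change from 0 h in NT was −0.042, −0.34, −0.99, −0.63 and −0.46 at 1, 2, 4, 8 and 24 h. In the IFT88siRNA libraries, the change of the same genes from their own 0 h level was −0.084, −0.33, −0.97, −0.55 and −0.40. The mean log2 CPM of the cluster fell in NT from 3.15 ± 0.00866 at 0 h to 2.16 ± 0.0135 at 4 h (SD, n = 3 libraries). In IFT88siRNA it fell from 3.12 ± 0.0171 to 2.16 ± 0.0359 over the same interval (SD, n = 3).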

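For the 1891 genes of cluster 2, the mean log2 change from 0 h in NT was 0.84, 0.90, 0.32, −0.13 and −0.55 at 1, 2, 4, 8 and 24 h, with its highest value at 2 h. IFT88siRNA libraries gave 0.65, 0.84, 0.20, −0.17 and −0.46. The 1419 genes of cluster 3 had their highest mean change at 4 h, and gave 0.24, 0.76, 1.56, 0.87 and 0.20 at the same time points in NT and 0.16, 0.66, 1.48, 0.75 and 0.22 in IFT88siRNA. The mean log2 CPM of cluster 2 at 2 h was 3.99 ± 0.0357 in NT and 3.97 ± 0.0190 in IFT88siRNA, and that of cluster 3 at 4 h was 4.65 ± 0.0338 in NT and 4.50 ± 0.0384 in IFT88siRNA (SD, n = 3 libraries).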

Two sets of genes (clusters 2 and 3) showed a transient increase at 2 h and 4 h, respectively. Cluster 4 comprised a set of genes that was initially reduced before being increased at the final two time points. 

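Cluster 4 had 1440 genes, whose mean log2 change from 0 h was −0.27, −0.12, 1.08, 1.16 and 0.87 in NT at the 5 time points after IL-1β, so that the rise was already present at 4 h. In IFT88siRNA the changes were −0.27, −0.13, 1.06, 1.04 and 0.81. Their mean log2 CPM at 8 h was 3.44 ± 0.0184 in NT and 3.26 ± 0.0584 in IFT88siRNA (SD, n = 3 libraries).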

Finally, we found cluster 5 to contain genes that showed a transient reduction at 1–8 h. 

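The 1794 genes of cluster 5 were lowest at 2 h, with mean log2 changes from 0 h in NT of −0.65, −0.99, −0.52, −0.18 and −0.12 at 1, 2, 4, 8 and 24 h. In the libraries of IFT88siRNA cells these were −0.57, −0.85, −0.42, −0.12 and −0.025. At 2 h the mean log2 CPM of the cluster was 1.71 ± 0.0828 in NT and 1.69 ± 0.0554 in IFT88siRNA (SD, n = 3 libraries).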

Geneset over-representation analysis revealed that genes associated with the cilium and ciliary basal body were significantly enriched in the clusters defined by transient or late reduction in expression (clusters 5 and 1). 

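Over-representation in each cluster was tested with one-sided Fisher's exact tests against all 16048 genes tested in NT. The sets were 829 Reactome pathways with 10 to 300 tested genes and 16 gene families and lists defined by symbol. GO categories were not used here. An Entrez identifier, which the Reactome sets need, was found for 13275 of the 16048 genes. Genes without one stayed in the background though no Reactome set could hold them. The values by chance and p-values of these sets are thus approximate. Of 4225 tests, 76 had an adjusted p-value under 0.05, and this count moved most, to 98, when the clusters were formed on log2(TPM + 1). The pathway for assembly of the primary cilium had 23 of 154 tested genes against 14.1 by chance (exact p = 0.0134, adjusted p = 0.251) in cluster 1, and 12 of 154 tested genes against 17.2 by chance (adjusted p = 1) in cluster 5. Anchoring of the basal body to the plasma membrane had 12 of 87 tested genes against 7.99 by chance (adjusted p = 0.848) in cluster 1. Of the intraflagellar transport genes, cluster 1 held 3 of 14 tested genes against 1.29 by chance (exact p = 0.131, adjusted p = 0.977). The family of basal body and transition zone genes had 5 of 31 tested genes against 2.85 by chance (adjusted p = 1) in cluster 1 and 3 of 31 tested genes against 3.47 by chance (adjusted p = 1) in cluster 5. None of these ciliary sets passed the adjustment in clusters 1 and 5. The smallest adjusted p-value in cluster 1 was that of cholesterol biosynthesis, with 11 of 22 tested genes against 2.02 by chance (adjusted p = 0.000187). Cluster 5 was over-represented for a list of cell-cycle genes, with 14 of 30 tested genes against 3.35 by chance (adjusted p = 0.000204), and for resolution of sister chromatid cohesion, with 26 of 91 tested genes against 10.2 by chance (adjusted p = 0.000596).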

The transiently reduced cluster was also over-represented for factors associated with the basal body/centrosome, and included the basal body and ciliary-associated genes *Ttbk2* and *Nphp4* (Fig. 2B). 

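The centrosomal *Cep* genes, a family defined by symbol, had 10 of 37 tested genes against 4.14 by chance (exact p = 0.00608, adjusted p = 0.165) in cluster 5 by the one-sided Fisher's exact test, and 5 of 37 tested genes against 3.40 by chance (adjusted p = 1) in cluster 1. The pathway for centrosome maturation had 11 of 70 tested genes against 6.43 by chance (adjusted p = 0.594) in cluster 1 and 5 of 70 tested genes against 7.83 by chance (adjusted p = 1) in cluster 5. *Ttbk2* (ENSMUSG00000090100) lies on chromosome 2 from 120732816 to 120850604 of GRCm38. Its expression in NT was 31.1 ± 2.83 CPM at 0 h and 23.1 ± 1.34 CPM at 4 h (SD, n = 3), a log2 change of −0.42 (standard error 0.0859, adjusted p = 0.000169). *Nphp4* (ENSMUSG00000039577) lies on chromosome 4 from 152476706 to 152563183 and had 7.93 ± 0.899 CPM at 0 h and 5.81 ± 0.222 CPM at 4 h in NT (SD, n = 3). Its log2 change at 4 h was −0.44 (standard error 0.111, adjusted p = 0.00128). Both genes changed by less than 1.5-fold at every time point, so neither is among the 8017 genes that were clustered.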

Genes that were transiently increased at 4 h (cluster 3) included those associated with the ‘inflammasome complex’ and the pro-inflammatory factor *Nos2*. 

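Of the inflammasome genes, a list defined by symbol, 5 were expressed highly enough to be tested, and 4 of them were in cluster 3 against 0.442 by chance (one-sided Fisher's exact test, p = 0.000283, adjusted p = 0.019). These were *Aim2*, *Casp4*, *Gsdmd* and *Nlrp3*, named here after their values were seen. The Reactome pathway for inflammasomes had 2 of 12 tested genes against 1.06 by chance (adjusted p = 1) in the same cluster. *Nos2* (ENSMUSG00000020826) lies on chromosome 11 from 78920787 to 78960254 of GRCm38. In NT it rose from 0.0141 ± 0.0244 CPM at 0 h to 16.7 ± 8.45 CPM at 2 h and 348 ± 37.0 CPM at 4 h, its highest level, and was 113 ± 6.48 CPM at 24 h (SD, n = 3). By its scaled log2 profile *Nos2* was placed in cluster 4. The cytokine signalling pathway had 52 of 204 tested genes against 18.0 by chance (adjusted p = 3.01e-09) in cluster 3, which was the smallest adjusted p-value in that cluster.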

Case-control analysis of the time course with ImpulseDE2 (Fischer et al., 2018) revealed that while IFT88 depletion affected the expression of genes in all the identified clusters (Fig. 2C; Fig. S3B), altering approximately one-third of the total (Fig. S3C), it did not induce consistent changes in the shape, magnitude or timing of the response signature (Fig. 2C; Fig. S3A). 

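Over the 36 libraries, 16710 genes were tested for a difference between IFT88siRNA and NT at the 6 time points together, and 868 passed both thresholds. Of these, 776 were also among the genes changed by IL-1β in NT, which is 9.68% of that group. The count moved most without the threshold on the fold change, to 5314 genes, with 36.6% of the genes then changed by IL-1β. With the replicate number as a block it was 915 genes, and with DESeq2 in place of edgeR 697. The timing of the response was compared between single series of 6 libraries of one replicate number, by the time of each gene's largest absolute change from 0 h. For the genes changed by IL-1β, this time was the same in 69.4% of genes between 2 NT series (mean of 3 pairs of series), in 65.7% between an NT and an IFT88siRNA series (mean of 9 pairs) and in 67.2% between 2 IFT88siRNA series (mean of 3 pairs). Between NT and IFT88siRNA series it was earlier in IFT88siRNA for 17.5% of genes and later for 16.8%. For the 776 altered genes the corresponding shares with the same time were 64.6%, 56.2% and 61.5%. The size of the largest change was smaller in IFT88siRNA in each of the 9 pairs of an NT and an IFT88siRNA series, with a median log2 ratio from −0.087 to −0.052, against −0.015 to 0.011 in the 6 pairs within a group. The pairs of series share libraries, so these shares and ratios were not tested. The genes were also chosen by their change in the NT libraries, which can make the NT changes larger. Pairs within a group do not have this imbalance. The smaller size in IFT88siRNA may thus come in part or whole from the choice of genes.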

The numbers of genes (*n*=4112) that showed modified expression following IFT88 depletion after IL-1β stimulation greatly exceeded the number that showed changes at baseline (*n*=288 genes, Fig. S3D). 

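At 0 h alone, 341 genes passed both thresholds, and 240 of them were also among the 868 genes altered over the time course. The latter comparison includes the 0 h libraries, so that it covers differences already present before IL-1β. To separate these, the change from 0 h in IFT88siRNA was compared with the change from 0 h in NT at the 5 later time points together. This response differed in 201 genes, of which 136 were among the altered genes. For the other 732 altered genes no different response was found, which does not show that it was the same. Genes with hardly any counts at 0 h have an uncertain change from it. Among the 732 are *Tnf* (adjusted p = 0.308) and *Nos2* (adjusted p = 0.282), by the F-test of the 5 time points together. Dropping the fold-change threshold raised the count of 201 genes most, to 924 genes. In 9 of 40 splits of the libraries, the real one included, as many genes or more had a different response, but these splits also turn the difference common to all time points into a difference in response. With that difference taken out of each gene, a test chosen after seeing the data, 1 of 40 splits, the real one, had as many, and the others had at most 32.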

Per-cluster KEGG pathway over-representation analysis (See Materials and Methods; Croft et al., 2019) of genes whose expression was modulated by IFT88 depletion, identified changes to NFκB signalling (across a number of clusters), to other pro-inflammatory signalling pathways as well as enrichments for pathways associated with cancer, rheumatoid arthritis, cardiomyopathy, and processes such as ribosome biogenesis, amino acid biosynthesis and complement and coagulation (Fig. 2D).

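KEGG pathways were not used here, and the altered genes of each cluster were tested on the same Reactome pathways, families and lists with one-sided Fisher's exact tests. Against all tested genes, 0, 4, 11, 10 and 21 sets had an adjusted p-value under 0.05 among the altered genes of clusters 1 to 5. Against the genes of the same cluster, a background that was chosen after seeing the data, these numbers were 0, 0, 6, 5 and 19. A list of NFκB target genes was over-represented among the altered genes of cluster 2, with 7 of 45 against 0.684 by chance (adjusted p = 0.000886), of cluster 3, with 10 of 45 against 0.505 by chance (adjusted p = 5.88e-08), and of cluster 4, with 9 of 45 against 0.451 by chance (adjusted p = 4.52e-07). With the cluster's own genes as background, the adjusted p-value for this list was 0.00898 in cluster 3 and 0.00146 in cluster 4, and the list no longer passed in cluster 2. In cluster 2 the list of MAPK immediate-early genes had the lowest p-value of the sets against all tested genes, with 7 of 29 against 0.441 by chance (adjusted p = 6.57e-05), and an adjusted p-value of 1 against the cluster's own genes. GPCR ligand binding had 15 of 124 against 1.39 by chance (adjusted p = 1.21e-08) in cluster 3, and the chemokine receptor pathway 6 of 27 against 0.303 by chance (adjusted p = 0.000126). In cluster 4, degradation of the extracellular matrix had 6 of 78 against 0.783 by chance (adjusted p = 0.015). The altered genes of cluster 5 included 11 of 46 histone genes against 0.304 by chance (adjusted p = 2.85e-11). Against the cluster's own genes, GPCR ligand binding (adjusted p = 0.00119) and the histone genes (adjusted p = 2.65e-07) still passed. The chemokine receptor pathway (adjusted p = 0.315) and degradation of the extracellular matrix (adjusted p = 0.184) did not.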

**Fig. 2.**
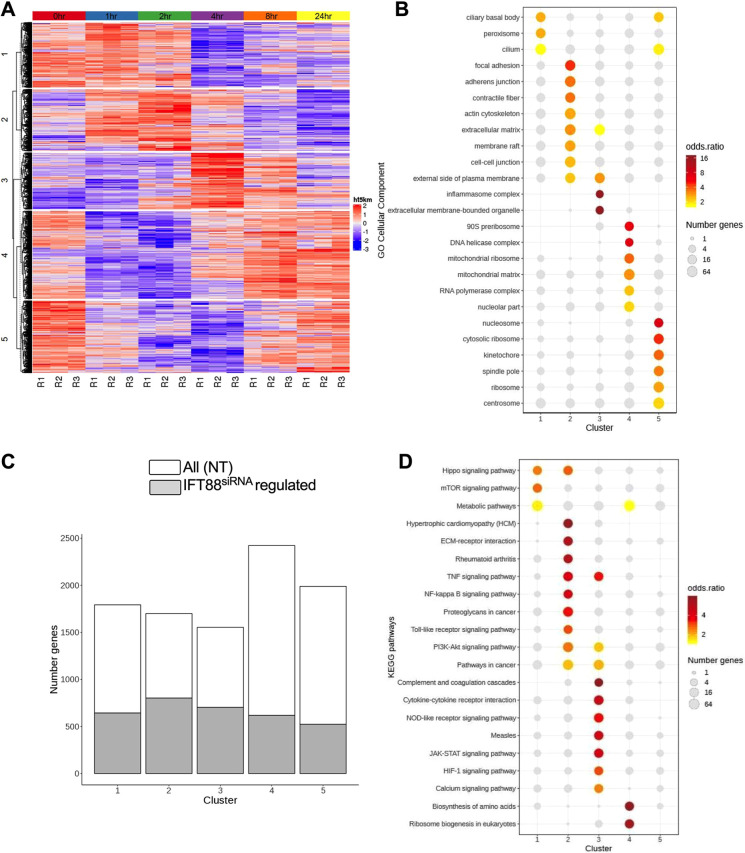
**The IFT88-regulated IL-1β response signature in fibroblast-like chondrocytes is not delineated by transcriptional dynamics.** Non-targeting pool (NT) and IFT88^siRNA^ cells were treated with 10 ng/ml IL-1β for 1, 2, 4, 8 and 24 h with a medium only 0 h control. (A) K-means clustering analysis identified five clusters of significantly IL-1β-regulated genes that showed distinct temporal profiles over the 24 h time course, in the NT control samples (BH adjusted *P*<0.05; fold change >1.5; ImpulseDE2 case-only analysis). There are three replicates per time point and six time points, indicated by the coloured bar at the top of the heat map [0 h (red), 1 h (blue), 2 h (green), 4 h (purple), 8 h (orange) and 24 h (yellow)]. Key, red indicates upregulation of the gene and blue indicates downregulation of the gene with respect to the row mean of the particular gene (across all time points). (B) Over-representation analysis of gene ontology (GO) cellular component categories within each of the clusters identified in A. Significant enrichment (one-sided Fisher's exact tests; BH adjusted *P*<0.05) are in colour; non-significant enrichments are shown in grey. (C) The bar graph shows the numbers of genes falling within each of the clusters shown in A. The fraction of those genes modulated by IFT88 is indicated in grey (BH adjusted *P*<0.05; fold change >1.5; ImpluseDE2 case-control analysis). (D) Over-representation analysis of KEGG pathways amongst the genes within each of the IL-1β induced clusters (as in A) that show a modified response following IFT88^SIRNA^ depletion (coloured grey in C). Significant enrichments (one-sided Fisher's exact tests; BH adjusted *P*<0.05) are coloured; non-significant enrichments are shown in grey.

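Among the genes of clusters 1 to 5, 85, 244, 180, 161 and 106 were altered by IFT88siRNA, which is 5.77%, 12.9%, 12.7%, 11.2% and 5.91% of each cluster. Without the threshold on the fold change for the altered genes, these numbers were 493, 928, 680, 568 and 412, or 33.5%, 49.1%, 47.9%, 39.4% and 23.0%. At the time point of its largest difference, the altered gene was lower in IFT88siRNA for 58, 114, 160, 136 and 98 genes and higher for 27, 130, 20, 25 and 8. With clusters formed on log2(TPM + 1) the shares altered with both thresholds were 6.33%, 13.0%, 14.1%, 9.66% and 5.99%, so that cluster 3 had the highest, with clusters formed on time-point means 5.69%, 13.0%, 12.6%, 11.0% and 5.92%, and from another random seed 5.74%, 12.9%, 12.7%, 11.2% and 5.97%.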

### IFT88 has a regulatory bias towards NFκB signalling, promoting expression of a subset of important pro-inflammatory genes following IL-1β stimulation

Depletion of IFT88, by siRNA, was validated by quantitative PCR (qPCR) across the time-course in the samples used for the RNA-seq (Fig. 3A). 

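*Ift88* (ENSMUSG00000040040) lies on chromosome 14 from 57424062 to 57517936 of GRCm38. In the RNA-seq libraries its expression at 0 h was 9.06 ± 0.362 CPM in NT and 2.77 ± 0.155 CPM in IFT88siRNA (SD, n = 3). The log2 fold change of IFT88siRNA against NT was −1.71 (standard error 0.109, adjusted p = 3.26e-10) at 0 h, −1.74 (adjusted p = 8.09e-08) at 1 h, −2.12 (adjusted p = 3.89e-05) at 2 h, −1.83 (adjusted p = 1.73e-05) at 4 h, −1.76 (adjusted p = 0.00189) at 8 h and −1.47 (adjusted p = 2.65e-06) at 24 h. The standard errors from 1 to 24 h were between 0.113 and 0.220. This corresponds to between 23.0% and 36.0% of the NT level. At 8 h, where the IFT88siRNA replicates were the least alike, the expression was 6.95 ± 0.564 CPM in NT and 2.04 ± 0.830 CPM in IFT88siRNA (SD, n = 3). With the replicate number as a block, the log2 fold change was between −2.12 and −1.47 across the time points. Leaving out each replicate in turn, the highest adjusted p-value was 0.0183, at 8 h. The alternative with the largest move was log2(TPM + 1), with −1.52 at 2 h.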

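IFT88siRNA and NT libraries were also compared at each time point alone, with the 3 libraries of each group and no others in the model. Between 14728 genes (at 2 h) and 15274 genes (at 0 h) passed the filter on low counts and were tested. The median total count of the IFT88siRNA libraries was above that of the NT libraries at every time point, from 24427064 in NT against 26529121 at 2 h to 21439139 in NT against 27065506 at 8 h. At 0, 1, 2, 4, 8 and 24 h, 4907, 4800, 2540, 2643, 3195 and 3381 genes had an unadjusted p-value under 0.05, and 2979, 2808, 407, 570, 644 and 1318 had an adjusted p-value under 0.05.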

In complement to the global time-course analysis, we also performed differential expression analyses between control siRNA and IFT88-depleted cells at each of the individual time-points (Fig. S4A–E). These individual analyses revealed that depletion of IFT88 tended to result in downregulation of genes relative to control at 1–8 h post stimulation (Fig. 3B). 

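With both thresholds, 103 genes were higher and 238 lower in IFT88siRNA at 0 h. After IL-1β there were 27 higher and 366 lower genes at 1 h, 5 and 68 at 2 h, 5 and 59 at 4 h, 12 and 93 at 8 h, and 84 and 91 at 24 h. Lower genes were 69.8%, 93.1%, 93.2%, 92.2%, 88.6% and 52.0% of the changed genes at the 6 time points in turn. With DESeq2's size factors or upper-quartile scaling in place of TMM, this share stayed between 88.3% and 93.6% at 1 to 8 h. On TPM values there was little or no excess of lower genes at 2 and 4 h, with 7 higher and 7 lower genes at 2 h and 4 and 6 at 4 h for log2(TPM + 1), 10 higher and 12 lower genes at 2 h and 9 and 8 at 4 h for log2(TPM + 0.1) and 8 higher and 7 lower genes at 2 h and 5 and 5 at 4 h with no filter on TPM. The 5 higher genes at 4 h were *Bc1*, *Gdpd2*, *Mn1*, *Scara5* and *Scrg1*, of which *Bc1* and *Mn1* are named after their values were seen. With the replicate number as a block, the higher and lower genes were 31 and 427 at 1 h, 10 and 105 at 2 h, 3 and 54 at 4 h, and 12 and 124 at 8 h. The counts moved most without the threshold on the fold change, for example to 1294 higher and 1514 lower genes at 1 h. Of the lower genes, 43 were shared by 1 and 2 h, 24 by 1 and 4 h, and 26 by 1 and 8 h. From 1 to 8 h, 477 genes were lower at 1 or more time points, of which 69 were also lower at 0 h, and 43 were higher. At 0 and 1 h, genes that are not protein-coding made up 34.9% and 41.3% of the lower genes.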

Genes that showed a significantly lower expression included pro-inflammatory factors such as *Tnf*, *Il6*, *Nos2* (iNOS), *Ptges*, *Csf3*, *Ccl2* and *Ptgs2* (COX2), and growth factors, as well as adhesion and matrix-related molecules (Fig. 3C). 

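*Tnf* (ENSMUSG00000024401) lies on chromosome 17 from 35199381 to 35202007 of GRCm38. It had 1 count per library on average at 0 h, and at 1 h it was expressed at 12.3 ± 0.955 CPM in NT and 4.97 ± 1.16 CPM in IFT88siRNA (SD, n = 3). Its log2 fold change of IFT88siRNA against NT was −1.31 (standard error 0.129, adjusted p = 5.64e-06) at 1 h, −1.25 (0.188, adjusted p = 0.00671) at 2 h and −1.01 (0.208, adjusted p = 0.011) at 4 h. Leaving out 1 replicate raised the adjusted p-value to at most 0.0545 at 2 h and 0.093 at 4 h. *Il6* (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 81.2 ± 3.31 CPM in NT and 52.7 ± 2.99 CPM in IFT88siRNA (SD, n = 3) at 4 h. The log2 fold change was −0.63 (standard error 0.0582, adjusted p = 1.42e-05) at 4 h, −1.43 (0.0979, adjusted p = 3.84e-05) at 8 h and −1.07 (0.0711, adjusted p = 3.23e-07) at 24 h, and at 1 and 2 h it was not past the threshold. *Nos2* was at 104 ± 6.20 CPM in NT and 52.6 ± 3.51 CPM in IFT88siRNA (SD, n = 3) at 8 h, with log2 fold changes of −0.59 (0.0673, adjusted p = 0.000106) at 4 h, −1.004 (0.0600, adjusted p = 3.6e-05) at 8 h and −1.04 (0.0511, adjusted p = 2.58e-08) at 24 h. *Ptges* (ENSMUSG00000050737, chromosome 2, 30889471 to 30929863) was at 17.2 ± 1.60 CPM in NT and 8.20 ± 0.615 CPM in IFT88siRNA (SD, n = 3) at 24 h. Its log2 fold change was −0.56 (0.0993, adjusted p = 0.0045) at 4 h, −0.68 (0.138, adjusted p = 0.0226) at 8 h and −1.08 (0.0872, adjusted p = 2.14e-06) at 24 h, and at 4 h it was under the 1.5-fold threshold. Leaving out 1 replicate at 8 h, the adjusted p-value of *Ptges* was up to 0.101.

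**Figure D1:**
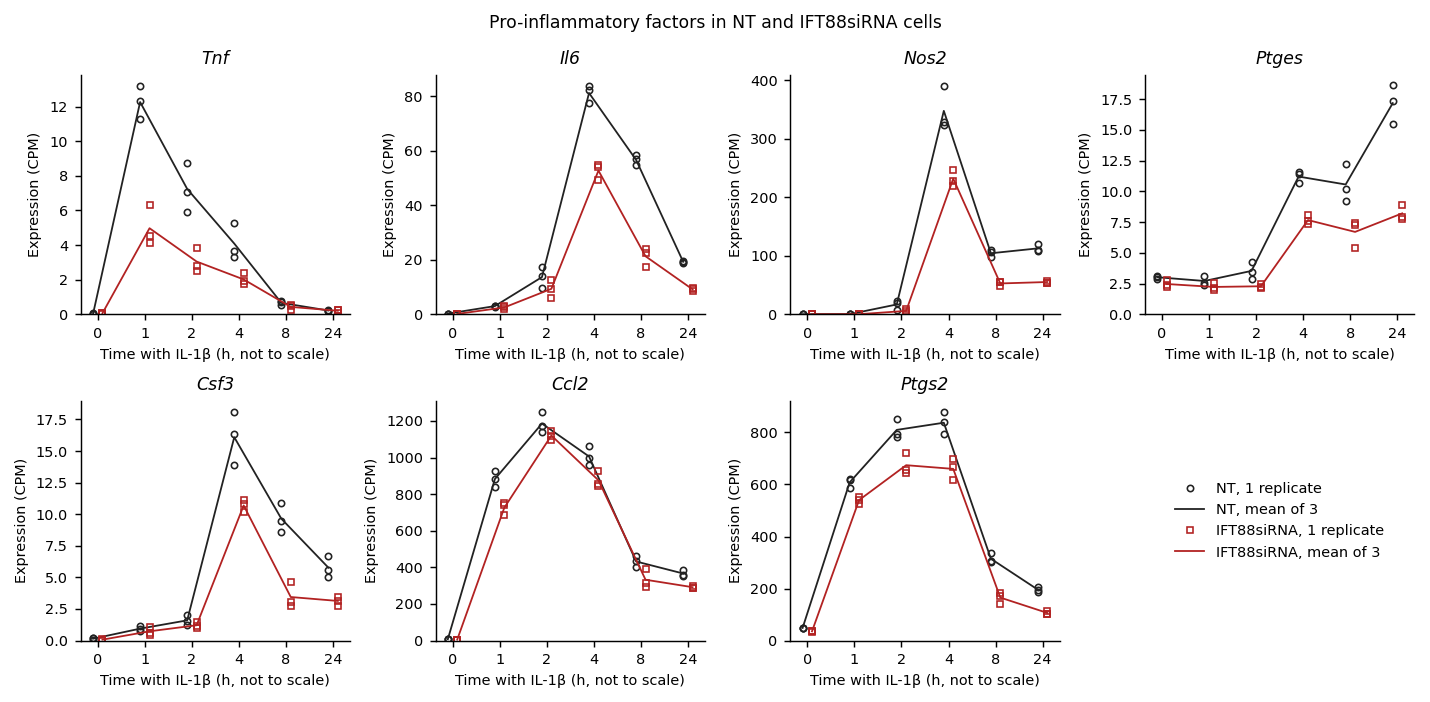
Expression in CPM (y axis) of *Tnf*, *Il6*, *Nos2*, *Ptges*, *Csf3*, *Ccl2* and *Ptgs2* against the time with IL-1β in hours (x axis, not to scale) in NT and IFT88siRNA cells. Each point is 1 library, and the lines join the means of 3 libraries. The IFT88siRNA libraries lie below the NT libraries most clearly for *Tnf* at 1 h and for *Il6*, *Nos2* and *Csf3* from 4 h. The same holds for *Ptges* at 24 h and *Ptgs2* at 8 and 24 h, whereas the *Ccl2* points at 2 h overlap.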

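*Csf3* (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) was at 9.64 ± 1.16 CPM in NT and 3.45 ± 1.01 CPM in IFT88siRNA (SD, n = 3) at 8 h. Its log2 fold change was −0.60 (standard error 0.102, adjusted p = 0.00321) at 4 h, −1.53 (0.172, adjusted p = 0.000856) at 8 h and −0.89 (0.137, adjusted p = 0.000681) at 24 h. *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was at 7.03 ± 1.09 CPM in NT and 5.21 ± 0.159 CPM in IFT88siRNA (SD, n = 3) at 0 h, and at 1186 ± 56.1 CPM in NT and 1121 ± 26.3 CPM in IFT88siRNA (SD, n = 3) at 2 h, its highest level. The log2 fold change of *Ccl2* was −0.43 (0.113, adjusted p = 0.00877) at 0 h, −0.29 (0.0435, adjusted p = 0.000306) at 1 h, −0.086 (0.0457, adjusted p = 0.368) at 2 h, −0.21 (0.0513, adjusted p = 0.0319) at 4 h, −0.40 (0.0887, adjusted p = 0.0329) at 8 h and −0.33 (0.0488, adjusted p = 0.000435) at 24 h. It was thus lower by less than 1.5-fold at every time point, and with 1 replicate left out its adjusted p-value was up to 0.0996 at 0 h, 0.211 at 4 h and 0.137 at 8 h. *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) was at 314 ± 17.8 CPM in NT and 165 ± 21.8 CPM in IFT88siRNA (SD, n = 3) at 8 h. It was lower already at 0 h, with a log2 fold change of −0.45 (0.0520, adjusted p = 1.56e-06), and passed the 1.5-fold threshold at 8 h, with −0.95 (0.0845, adjusted p = 0.000193), and at 24 h, with −0.89 (0.0559, adjusted p = 1.91e-07).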

Reduced expression of *Il1rap* prior to challenge with IL-1β might have contributed to the weakened inflammatory response of the IFT88^siRNA^ cells. 

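*Il1rap* (ENSMUSG00000022514) lies on chromosome 16 from 26581704 to 26730117 of GRCm38 and encodes the accessory protein of the IL-1 receptor. At 0 h its expression was 85.4 ± 2.36 CPM in NT and 68.3 ± 4.08 CPM in IFT88siRNA (SD, n = 3), a log2 fold change of −0.32 (standard error 0.0474, adjusted p = 3.98e-05), which is under the 1.5-fold threshold. In NT it rose with IL-1β to 263 ± 15.1 CPM at 4 h, where IFT88siRNA reached 199 ± 14.8 CPM (SD, n = 3). The log2 fold change between the siRNA groups was −0.52 (0.0393, adjusted p = 3.19e-07) at 1 h, −0.47 (0.0534, adjusted p = 0.0013) at 2 h, −0.41 (0.0553, adjusted p = 0.000481) at 4 h, −0.55 (0.0493, adjusted p = 0.000193) at 8 h and −0.52 (0.0502, adjusted p = 1.04e-05) at 24 h. All 3 pairs of libraries with the same replicate number had the lower value in IFT88siRNA at every time point, and with the replicate number as a block the log2 fold change at 0 h was −0.32 (adjusted p = 0.000247). The response of *Il1rap* to IL-1β, as a change from 0 h, did not differ between the siRNA groups at any time point, with adjusted p-values from 0.243 to 0.791.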

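*Sox9* (ENSMUSG00000000567) lies on chromosome 11 from 112782224 to 112787760 and *Sox4* (ENSMUSG00000076431) on chromosome 13 from 28948919 to 28953713 of GRCm38. Before IL-1β, *Sox9* was at 22.03 ± 0.984 CPM in NT and 33.8 ± 1.79 CPM in IFT88siRNA (SD, n = 3), a log2 fold change of 0.61 (standard error 0.0607, adjusted p = 1.85e-07). *Sox4* was at 47.9 ± 4.56 CPM in NT and 81.8 ± 16.7 CPM in IFT88siRNA (SD, n = 3), with a log2 fold change of 0.77 (0.0921, adjusted p = 2.9e-06). *Lif* (ENSMUSG00000034394) lies on chromosome 11 from 4257557 to 4272514. At 0 h *Lif* was at 30.2 ± 1.45 CPM in NT and 23.0 ± 0.748 CPM in IFT88siRNA (SD, n = 3), with a log2 fold change of −0.39 (0.0595, adjusted p = 5.25e-05), which is under the 1.5-fold threshold. After IL-1β the difference in *Sox9* was no longer present at 1 h, with a log2 fold change of −0.068 (0.0640, adjusted p = 0.495), and it was again present at 24 h, with 0.74 (0.0674, adjusted p = 6.22e-06). The response of *Sox9* to IL-1β differed between the siRNA groups at 2 h, by −0.85 (standard error 0.0956, adjusted p = 2.22e-06) on the log2 scale, and that of *Sox4* by −0.66 (standard error 0.158, adjusted p = 0.0261). In both genes this includes the difference in the opposite direction at 0 h. *Lif* was lower in IFT88siRNA also at 8 h, with a log2 fold change of −0.87 (0.110, adjusted p = 0.00191).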

Interestingly, genes increased by IFT88 depletion in the absence of IL-1β stimulation (0 h) included *Sox9* and *Sox4* genes, which have established roles in promoting chondrogenesis (Akiyama et al., 2002; Zhang et al., 2015), and together with reduced expression of *Lif*, indicates that loss of IFT88 may favour chondrocyte differentiation. We confirmed marked reductions in *Nos2* induction (Fig. 3D) and *Ptgs2* (Fig. S4I) by qPCR. In contrast with results from IFT88*^ORPK^*, *Mmp3* and *Mmp13* were also inhibited by siRNA depletion of *IFT88* (Fig. 3C; qPCR validated in Fig. S4J,K). 

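*Mmp3* (ENSMUSG00000043613) lies on chromosome 9 from 7445822 to 7455975 of GRCm38, and *Mmp13* (ENSMUSG00000050578) lies on the same chromosome from 7272514 to 7283331. Before IL-1β, in NT, *Mmp3* was at 0.173 ± 0.121 CPM and *Mmp13* at 0.564 ± 0.181 CPM (SD, n = 3), and of the 6 time points both were highest at 8 h. At 8 h *Mmp3* was at 5.62 ± 0.369 CPM in NT and 1.69 ± 0.303 CPM in IFT88siRNA (SD, n = 3), with a log2 fold change of −1.73 (standard error 0.160, adjusted p = 0.000226), and at 24 h the log2 fold change was −1.57 (0.162, adjusted p = 2.1e-05). *Mmp13* was at 23.6 ± 1.89 CPM in NT and 7.55 ± 1.73 CPM in IFT88siRNA (SD, n = 3) at 8 h. Its log2 fold change was −0.85 (0.0986, adjusted p = 0.000124) at 4 h, −1.68 (0.128, adjusted p = 7.26e-05) at 8 h and −1.75 (0.150, adjusted p = 3.33e-06) at 24 h. The change from 0 h differed between the siRNA groups by −2.004 (standard error 0.508, adjusted p = 0.0425) for *Mmp3* at 8 h, and by −1.78 (standard error 0.391, adjusted p = 0.0237) for *Mmp13* at 24 h. For *Mmp3*, this difference no longer passed the threshold when the libraries were thinned to the same depth or the fit allowed for gene length. With 1 replicate number left out, it was from −2.74 to −1.26.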

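A list of 45 NFκB target genes and a list of 29 immediate-early genes induced through MAPK signalling were set before any values were seen. The paper was at hand, and it names pro-inflammatory genes as lowered and *Jun* as not inhibited from the same experiment. The lists are thus not fully independent of these data. At 1 h, 40 of the NFκB genes were tested, of which 28 were lower and 1 higher in IFT88siRNA with an adjusted p-value under 0.05. Of the 29 MAPK genes tested at 1 h, 3 were lower and 8 higher. From 2 to 24 h, the lower NFκB genes were 11, 22, 25 and 19 of 43, 44, 43 and 41 tested, and the lower MAPK genes were 5, 10, 11 and 13 of 29 at each time point. At 0 h, 10 of 32 NFκB genes and 20 of 29 MAPK genes were lower. With the adjustment made over the list alone, the lower genes at 0, 1, 2, 4, 8 and 24 h were 10, 28, 23, 33, 32 and 25 of the NFκB list and 21, 5, 12, 18, 21 and 16 of the MAPK list. With the 1.5-fold threshold as well, the lower NFκB genes over all tested genes were 1, 15, 6, 10, 14 and 8, and the lower MAPK genes 2, 0, 0, 3, 3 and 1.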

The selectivity of the effect of IFT88 depletion on the expression of NFκB-regulated genes was maintained. For example, the induction of *Jun* expression, an indicator of JNK pathway signalling, was not inhibited, but slightly enhanced over the time-course (Fig. 4E). 

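In the RNA-seq libraries, *Jun* (ENSMUSG00000052684), which lies on chromosome 4 from 95049034 to 95052222 of GRCm38, was at 117 ± 2.37 CPM in NT and 83.1 ± 2.95 CPM in IFT88siRNA (SD, n = 3) at 0 h. At 1 h it was at 614 ± 41.4 CPM in NT and 630.0 ± 60.2 CPM in IFT88siRNA (SD, n = 3). Its log2 fold change of IFT88siRNA against NT was −0.50 (standard error 0.0430, adjusted p = 2.61e-08) at 0 h and 0.030 (0.0582, adjusted p = 0.763) at 1 h. At 2, 4, 8 and 24 h it was −0.043 (adjusted p = 0.673), −0.088 (adjusted p = 0.375), −0.16 (adjusted p = 0.184) and −0.061 (adjusted p = 0.545). The induction of *Jun* from 0 h was thus larger in IFT88siRNA, by 0.53 (standard error 0.0851, adjusted p = 0.000234) at 1 h on the log2 scale, 0.46 (standard error 0.0862, adjusted p = 0.00363) at 2 h, 0.42 (standard error 0.0866, adjusted p = 0.0072) at 4 h, 0.36 (standard error 0.0870, adjusted p = 0.0323) at 8 h and 0.44 (standard error 0.0867, adjusted p = 0.00701) at 24 h. These 5 differences use the same 0 h libraries, in which *Jun* was lower in IFT88siRNA, and after IL-1β its level did not differ between the siRNA groups at any time point.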

In further support of the idea that other signalling pathways might compensate for the changes in the NFκB pathway with depletion of IFT88, activation of the JNK and ERK pathways was unaffected by IFT88 depletion (Fig. 3F; Fig. S4F–H). Thus the regulatory specificity is due to NFκB pathway bias over other pathways activated by cytokine, rather than timing of the cascade. 

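For each library, the score of a list was the mean log2 CPM of its genes induced by IL-1β in NT, which were 45 NFκB and 27 MAPK genes. The shift of a list was the difference between IFT88siRNA and NT, averaged over 1, 2, 4, 8 and 24 h, and was tested with a two-sided permutation test that exchanged siRNA labels within time points (100000 permutations). The NFκB list was shifted by −0.43 (p = 1e-05, the smallest that the permutations can give), and its score was below the NT mean of the time point in 15 of 15 IFT88siRNA libraries. The MAPK list was shifted by −0.14 (permutation p = 6e-05) and was below the NT mean in 12 of 15 libraries. The NFκB list was shifted further than the MAPK list, by −0.29 (permutation p = 1e-05, the smallest possible). With swaps only within libraries of the same replicate number as a block, the permutation p-values were 6.1e-05, 0.0014 and 6.1e-05 for the NFκB list, the MAPK list and their difference. Averaged over the same time points, 44 of 45 NFκB genes and 22 of 27 MAPK genes were lower. Among 10000 random lists of induced genes matched in induction and expression, 95% of the shifts were between −0.20 and −0.089 for the NFκB list, and none was as low as its shift. For the MAPK list, 9.17% of its matched lists were shifted as low or lower. The matching was in bins, and the bin of the strongest induction had no upper limit. A loss that grows with the strength of induction is thus not excluded for the NFκB list. By time point, the NFκB list differed by −0.092 at 0 h and by −0.56, −0.39, −0.36, −0.48 and −0.36 at 1, 2, 4, 8 and 24 h, and the MAPK list by −0.30 at 0 h and 0.042, −0.10, −0.21, −0.29 and −0.17 at the later time points. With 3 libraries against 3, the smallest p-value of the exact permutation test is 0.1, which the NFκB list reached at every time point after IL-1β and the MAPK list at all but 1 h (p = 0.3). The alternative that moved the shifts most was to take them relative to the 0 h mean of the same siRNA group, which gave −0.34 for the NFκB list and 0.15 for the MAPK list, the reverse of its direction. With the labels at 0 h permuted as well, a test chosen after seeing the data, these values had a permutation p of 0.00133 and 0.203, and the difference of −0.49 one of 1e-05. From the lower expression of NFκB-regulated genes, the kept induction of *Jun* and the unaffected activation of JNK and ERK, the paper concludes that the specificity comes from a bias in the NFκB pathway over the other pathways that the cytokine activates, and not from the timing of the cascade.

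**Figure D2:**
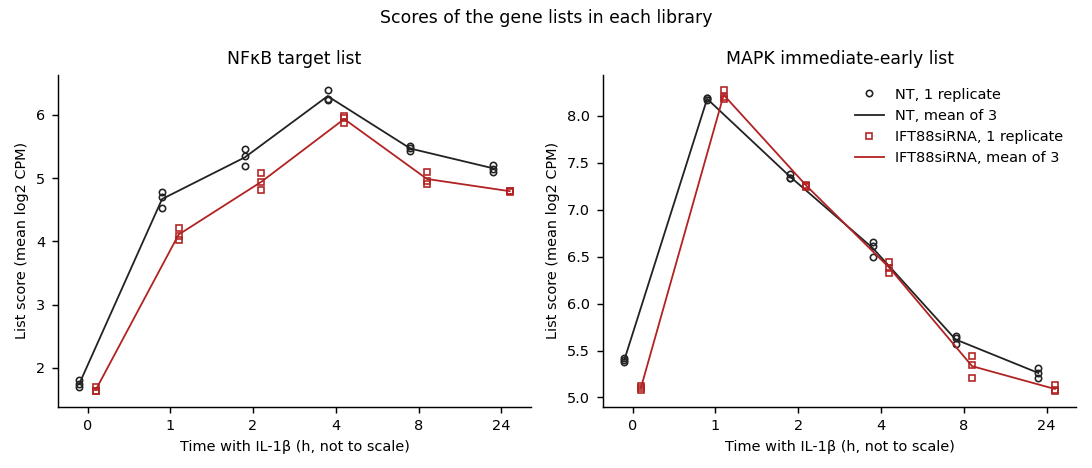
List score, the mean log2 CPM of the induced genes of a list (y axis), against the time with IL-1β in hours (x axis, not to scale), for the NFκB target list and the MAPK immediate-early list. Each point is 1 library, and the lines join the means of 3 libraries. From 1 h on, all IFT88siRNA points lie below the NT points in the NFκB list, and at 1 h those of the MAPK list do not.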

To further understand the IFT88-mediated regulation, we next focused on the location of the putative interaction between the ciliary protein IFT88 and the NFκB-dependent inflammatory response, to address whether this takes place in the cilium.

**Fig. 3.**
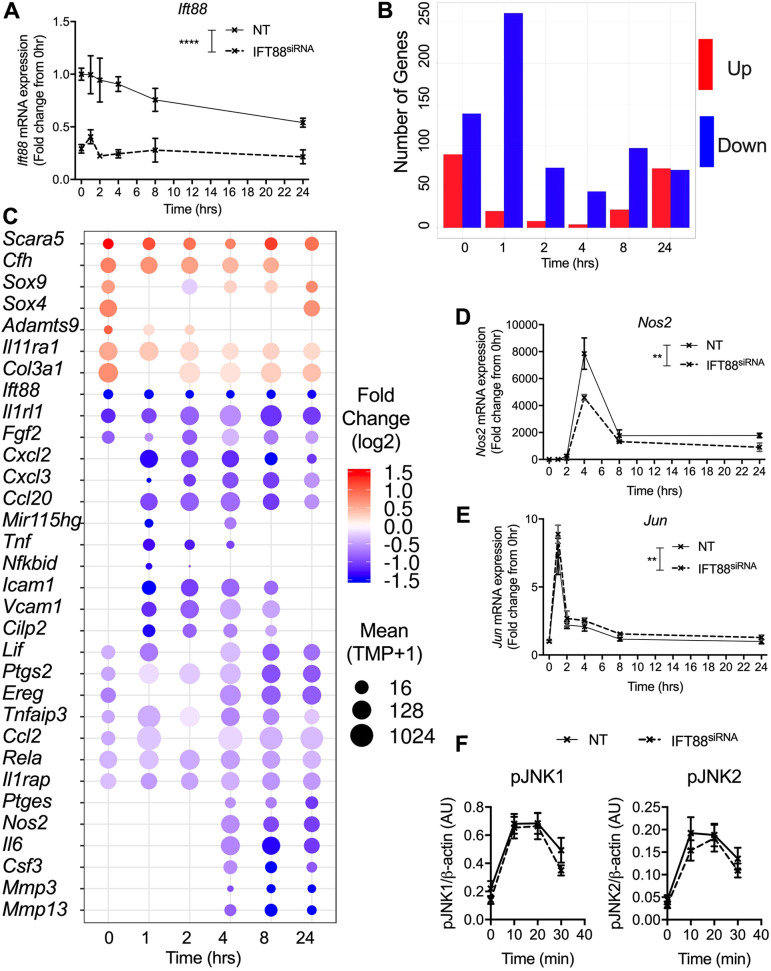
**IFT88 regulates a subset of inflammatory genes in fibroblast-like chondrocytes through regulatory bias towards NFκB.** (A) qPCR quantification of mean±s.d. *Ift88* mRNA expression in non-targeting pool (NT; solid line) and IFT88^siRNA^ (dashed line) cells cultured with 10 ng/ml IL-1β for a time course of 1, 2, 4, 8 and 24 h, presented as a fold change from their respective 0 h unstimulated controls (*n*=3 for each condition). **P<0.01, ****P<0.0001 (two-way ANOVA). (B) Bar graph of the number of significantly (BH-adjusted *P*<0.05; fold change >1.5; DESeq2 analysis) differentially regulated genes that are up- (red) or down- (blue) regulated in the IFT88^siRNA^ condition, with respect to the NT control for each time point. (C) Dot plot of selected genes that are significantly regulated by IFT88 at one or more time points of the 24 h time course (BH adjusted *P*<0.05). (D,E) Quantification of *Nos2* and *Jun* mRNA expression as described for A. (F) Phosphorylated (p)JNK1 (left) and pJNK2 (right) levels in NT and IFT88^siRNA^ cells cultured with or without 10 ng/ml IL-1β for 0 min (NT and IFT88^siRNA^, *n*=8), 10 min (NT and IFT88^siRNA^, *n*=8), 20 min (NT, *n*=6, and IFT88^siRNA^, *n*=5) and 30 min (NT and IFT88, *n*=8). Graphs in F presented as mean±s.e.m. (not significant, two-way ANOVA).

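Of the 32 genes of Fig. 3C, 22, 30, 32, 32, 32 and 31 were tested at 0, 1, 2, 4, 8 and 24 h. With an adjusted p-value under 0.05 over all tested genes, 10, 18, 13, 24, 22 and 19 of them were lower in IFT88siRNA and 7, 4, 3, 2, 3 and 6 were higher. With the 1.5-fold threshold as well, 4, 13, 10, 14, 17 and 12 were lower and 6, 2, 2, 1, 1 and 3 higher. These genes were selected in the paper from the same libraries, so the counts show no stability of the result. *Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) was at 36.1 ± 7.04 CPM in NT and 11.7 ± 1.16 CPM in IFT88siRNA (SD, n = 3) at 1 h, a log2 fold change of −1.64 (standard error 0.117, adjusted p = 1.94e-07). *Vcam1* (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) was at 62.3 ± 10.8 CPM in NT and 28.2 ± 4.27 CPM in IFT88siRNA (SD, n = 3) at 1 h, with a log2 fold change of −1.15 (0.108, adjusted p = 3.2e-06). *Fgf2* (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108) was at 35.3 ± 1.09 CPM in NT and 19.4 ± 1.37 CPM in IFT88siRNA (SD, n = 3) at 0 h, with a log2 fold change of −0.86 (0.0616, adjusted p = 1.67e-09). *Cxcl2* (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had the largest fall at 8 h among the genes of the plot, with a log2 fold change of −1.97 (0.158, adjusted p = 8.66e-05). *Tnfaip3* (ENSMUSG00000019850, chromosome 10, 19000910 to 19015657) was lower at 1 h, with a log2 fold change of −0.42 (0.0372, adjusted p = 1.98e-06) under the 1.5-fold threshold, and past it at 4 h, with −0.62 (0.0454, adjusted p = 3.87e-06). *Rela* (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130) was lower at 4 h, with −0.50 (0.0485, adjusted p = 2e-05), under the 1.5-fold threshold. *Scara5* (ENSMUSG00000022032, chromosome 14, 65666403 to 65764826) was higher in IFT88siRNA at every time point, with a log2 fold change of 1.46 (0.0887, adjusted p = 1.89e-10) at 0 h and 0.91 (0.0621, adjusted p = 3.96e-07) at 24 h.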

**Fig. 4.**
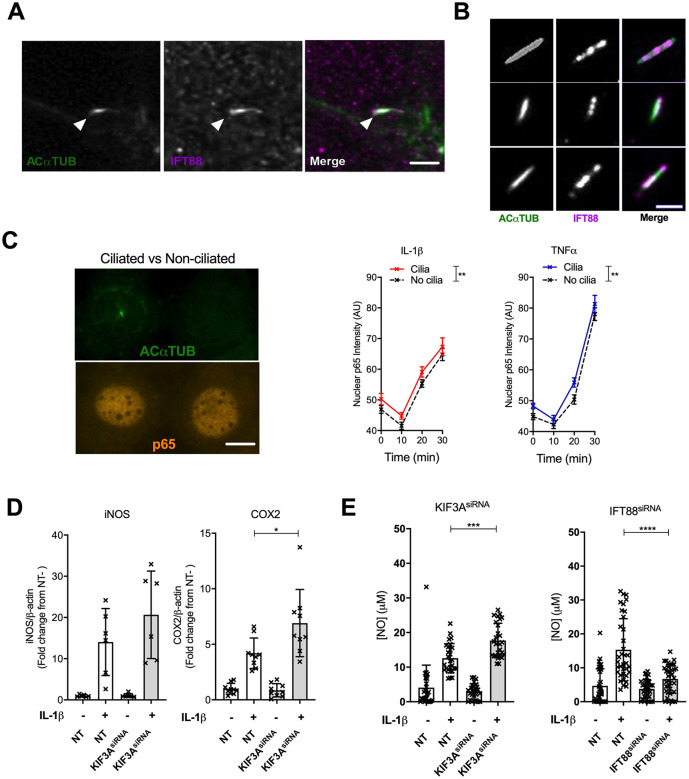
**IFT88 is acting independent to the ciliary axoneme in fibroblast-like chondrocytes.** (A) Confocal immunofluorescence microscopy of chondrocytes, for acetylated α-tubulin (ACαTUB; green), IFT88 (purple) and primary cilia (highlighted by arrowheads). Scale bar: 2 µm. (B) TIRF microscopy of cilia, ACαTUB (green) and IFT88 (purple). Scale bar: 2 µm. (C) NFκB P65 (orange) in a ciliated (top image) and a non-ciliated (bottom image) cell (cilia identifiable by ACαTUB staining in green), 30 min after cytokine stimulation. Scale bar: 5 µm. Graphs on the right show the mean±s.e.m. nuclear P65 fluorescent intensity over a 30 min time course for ciliated (solid) and non-ciliated (dashed) cells in response to either 10 ng/ml IL-1β (red) or TNF (blue, *n*>50 nuclei per condition, per time point). **P=0.005 and 0.002 for IL-1β and TNF, respectively (two-way ANOVA). (D) KIF3A^siRNA^ cells cultured with or without 10 ng/ml IL-1β for 24 h. Protein levels quantified from western blot analysis (Fig. S5B,C) and the data presented as a mean±s.d. fold change from mean iNOS/β-actin or COX2/β-actin levels for the no IL-1β NT condition (iNOS *n*=6; COX2 *n*=9). Not significant (*P*>0.05, Student's *t*-test) for iNOS; *P=0.0188 for COX2 (Mann–Whitney test. *U*=14). (E) Nitric oxide (NO) analysis (mean±s.d.) of conditioned medium from KIF3A^siRNA^ and IFT88^siRNA^ cells cultured with or without 10 ng/ml IL–1β for 24 h compared with NT (*n*=36 and 27, respectively). ***P=0.002, ****P<0.0001 (Mann–Whitney test).

### IFT88 regulation of cytokine-induced signalling is independent of the ciliary axoneme

To further explore the molecular nature of IFT88-mediated regulation of cytokine response via NFκB, we first assessed the subcellular location of IFT88 using confocal (Fig. 4A) and TIRF microscopy (Fig. 4B). Both confocal and TIRFM images confirmed that IFT88 staining was concentrated in small, punctate signals along the length of the cilium and often accumulated at the base (Fig. 4A, arrowhead) and tip. However, confocal microscopy indicated IFT88 expression was not exclusive to the ciliary axoneme. Returning to P65 shuttling analysis on a cell-by-cell basis, we analysed shuttling in quiescent WT populations with and without an identifiable ciliary axoneme, as indicated by acetylated α-tubulin staining (Fig. 4C, image panels). When quantified, no differences were seen between the shuttling dynamics of ciliated and non-ciliated cells (slope values for IL-1β experiment: WT ciliated 1.16±0.13, non-ciliated 1.17±0.11, *P*=0.95, linear regression analysis 10–30 min; slope values for TNF experiment: WT ciliated 1.85±0.13, non-ciliated 1.78±0.12, *P*=0.72, linear regression analysis 10–30 min; mean±s.e.m.). While levels of P65 did appear slightly lower across both cytokine time-courses in non-ciliated cells (Fig. 4C), these data imply that alterations to dynamics, such as those seen with IFT88 perturbation (Fig. 1F), were not associated with the ciliary axoneme, despite the later axonemal elongation. Next, we depleted KIF3A (Fig. S5A), a kinesin required for anterograde axonemal (IFT) transport in cilia, which reduced cilia prevalence by half. Strikingly, where IFT88 depletion inhibited the response, a comparable depletion of KIF3A, which also had a similar effect on ciliation (Fig. S5A), resulted in a small enhancement of iNOS induction (Fig. 4D; blot in Fig. S5B) and COX2 (Fig. 4D; Fig. S5C). KIF3A depletion raised IFT88 expression (Fig. S5D) and cytokine reduced KIF3A expression (Fig. S5E) implying an interaction at expression level between KIF3A and IFT88. NFκB P65 shuttling has been demonstrated to be dynactin/cytoplasmic dynein-dependent (Shrum et al., 2009), but inhibition of type II cytoplasmic (ciliary) dynein, associated with ciliary retrograde trafficking, by treatment with ciliobrevin (Firestone et al., 2012) had no observed effect on P65 shuttling (Fig. S5F). These data imply that the roles of IFT88 and KIF3A in regulation of the inflammatory response and the IFT88-mediated regulation of P65 translocation are not dependent on axoneme activities.

### Non-ciliated macrophages express IFT88

In light of the lack of apparent role for the axoneme on NFκB dynamics in ciliated cells, we investigated whether IFT88-mediated regulation of the response to cytokine and lipopolysaccharide (LPS) occurs in macrophages, which do not assemble primary cilia (Zimmerman et al., 2019). Bone marrow-derived macrophages (BMDM) isolated from both IFT88^fl/fl^ control and IFT88*^fl/fl^*/ROSA26CreER^T2^ expressed *Ift88* mRNA and protein (Fig. 5A, top band IFT88 at ∼94 kDa) at a readily detectable level, and the protein could be deleted through 4-hydroxytamoxifen treatment *in vitro* in IFT88*^fl/fl^*/ROSA26CreER^T2^ cells as expected (Fig. 5A). In order to confirm this, we tested for IFT88 expression, using an alternative antibody, in macrophage samples with and without Cre-mediated excision, and in chondrocyte samples, with and without siRNA targeting of IFT88 and in samples harbouring the ORPK mutation (Fig. 5B). This confirmed low expression, relative to chondrocyte, and this time two 4-hydroxytamoxifen-sensitive bands were identified, in macrophages and chondrocytes, the largest of which was missing in ORPK samples, and both were reduced in fibroblasts targeted with siRNA. In line with loss of protein, *Ift88* mRNA expression was reduced by tamoxifen treatment *in vitro* in all experimental conditions in macrophages isolated from IFT88*^fl/fl^*/ROSA26CreER^T2^ mice (Fig. 5C). IFT88 expression was unaffected by exposure to TNF or IL-1β, but increased by LPS treatment (Fig. 5D). At baseline, a statistically significant, but highly varied, increase in *Nos2* expression was observed with 4-hydroxytamoxifen treatment compared with control (Fig. 5E). Regardless, LPS, TNF and IL-1β all produced a significant increase in expression of *Nos2* as indicated by qPCR analysis at 24 h post stimulation. In all three pro-inflammatory conditions, IFT88 deletion resulted in reduced induction of *Nos2* (Fig. 5F) when normalized to its own baseline *Nos2* levels*.* In LPS stimulation experiments, IFT88 deletion resulted in a mean fold induction of expression of 719.9±805.4 compared with 5094±4832 in controls (mean±s.d.). In response to TNF the IFT88-deleted mean fold induction was 246.9±407.6 compared with 772.1±1737 in control cells. For IL-1β experiments the mean fold change in *Nos2* expression relative to unstimulated vehicle only controls was 11.49±8.402 in IFT88-deleted cells compared with 76.91±111.2 in controls. Thus, these data show that there is also an inhibition of *Nos2* induction in response to inflammatory cues when IFT88 is deleted in non-ciliated macrophages. Collectively with microscopy and KIF3A depletion experiments, these data in both ciliated and non-ciliated cells suggest an axoneme-independent mechanism for IFT88-mediated regulation of the response to inflammatory cues.

**Fig. 5.**
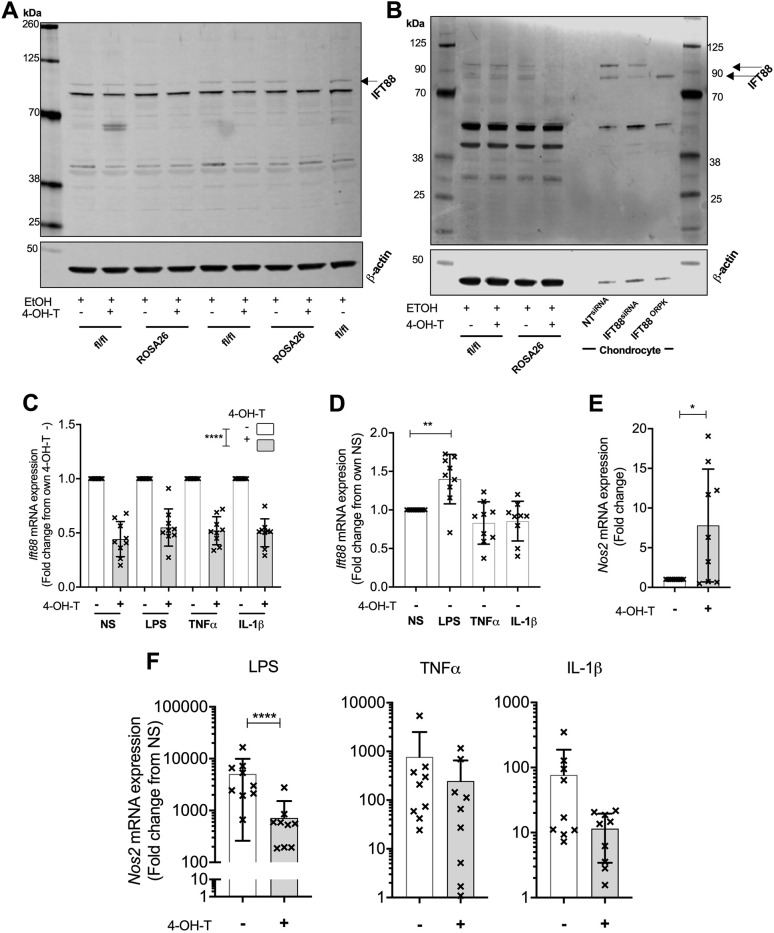
**IFT88 is expressed at low levels in non-ciliated bone marrow-derived macrophages, where its removal inhibits inflammatory response.** (A) Western blot analysis of IFT88 in BMDMs from either IFT88*^fl/fl^* control or IFT88*^fl/fl^ /*ROSA26ERT^2^ mice, all treated with the ethanol vehicle with or without 4-hydroxytamoxifen (4-OH-T). β-actin was used as a loading control. Cells cultured for 7 days after isolation before lysate collection. (B) Western blot analysis using alternative IFT88 antibody in BMDMs from either IFT88*^fl/fl^* control or IFT88*^fl/fl^ /*ROSA26ERT^2^ mice, all treated with the ethanol vehicle with or without 4-OH-T. β-actin was usedas a loading control. Cells cultured for 7 days after isolation before lysate collection. Blot also shows expression in chondrocyte line with and without siRNA to IFT88 and the ORPK mutation (note less protein was loaded for these samples). (C) qPCR analysis probing for *Ift88* in mRNA from BMDMs treated with or without 4-OH-T and stimulated as indicated of not stimulated (NS). Data presented as mean±s.d. mRNA expression as a fold change from the paired negative 4-OH-T (*n*=9). ****P<0.0001 (two-way ANOVA). (D) *Ift88* mRNA expression in all stimulation conditions at point of stimulation shown as mean±s.d. (*n*=9). **P<0.01 (one-way ANOVA). (E) qPCR analysis probing for *Nos2* in mRNA from BMDMs treated with or without 4-OH-T. Data presented as mean±s.d. mRNA expression as a fold change from the paired negative 4-OH-T condition (*n*=9). *P=0.0110 (Student's *t*-test, t=2.873 d.f.=16). (F) qPCR analysis probing for *Nos2* in mRNA from BMDMs treated with or without 4-OH-T, stimulated with LPS (left), TNF (middle) and IL-1β (right). Data presented as mean±s.d. mRNA expression as a fold change from the respective with or without 4-OH-T paired NS condition (*n*=9). ****P<0.0001 (two-way ANOVA).

### Multiple ciliary proteins regulate the cell response to cytokine upstream of the basal body/centrosome

Our RNA-seq dataset identified an enrichment of basal body/centrosome genes in the response to IL-1β (Fig. 2B) including the ciliogenesis kinase TTBK2, which uncaps the basal body enabling axonemal extension (Cajanek and Nigg, 2014) and the basal body/transition zone protein NPHP4 (Mollet et al., 2005; Arts et al., 2007). Targeting TTBK2 by siRNA (validated by qPCR, Fig. S6A) did not inhibit COX2 and iNOS expression, but, as seen for KIF3A depletion, even increased the response (Fig. 6A,B; blots Fig. S6B,C). In contrast to KIF3A, TTBK2 depletion had no effect on IFT88 expression (Fig. S6D) suggesting this effect was not simply the result of ciliome protein expression interactions but rather that these ciliary proteins might have a complex, interactive and regulatory roles at the basal body or elsewhere in the cytosol, instead of at the ciliary axoneme. Measuring levels of downstream NO released into the culture medium, we observed an increase upon depletion of TTBK2 even without cytokine treatment (Fig. 6D). A comparative analysis of iNOS induction revealed that depletion of NPHP4 (validated by qPCR, Fig. S6E) reduced the response to cytokine in a similar manner to depletion of IFT88 (Fig. 6B), in contrast to the enhancing effects of depletion of KIF3A and TTBK2. To explore further the role of TTBK2 in inflammatory signalling, we overexpressed TTBK2 both without and with siRNA depletion (Fig. 6E). Both TTBK2 depletion and overexpression without siRNA, increased basal iNOS expression and further enhanced the induction of iNOS by cytokine (Fig. 6F) implicating TTBK2 in complex regulation of iNOS expression. Collectively, these four ciliome components regulate the cell response to cytokine, albeit in opposite directions. In our experiments that assessed P65 shuttling in chondrocytes, we often observed P65 accumulation at the base of the cilium by confocal imaging (arrowhead Fig. 6H,I). This accumulation, only visible towards the end of translocation (after 25 min), is likely a consequence of P65 reaching this location following dynein-dependent shuttling (Shrum et al., 2009). Interestingly, a recent report (Lee et al., 2019), identified the centrosomal accumulation of JLP (also known as SPAG9), a protein that is a critical regulator of nuclear translocation of P65. In our cells as well, we observed JLP accumulation at the centrosome from 15 mins after IL-1β stimulation (Fig. 6G). In contrast to the changes in the dynamics of dynein-dependent translocation of P65 (Fig. 1), we were unable to qualitatively see any differences between control and IFT88 depleted cells in JLP accumulation at the centrosome by 30 min. TTBK2 depletion similarly had no qualitative effect on JLP accumulation. As such, we would propose that it is most likely that IFT88, and potentially other ciliary proteins such as TTBK2, KIF3A and NPHP4, all exert their influence on the NFκB pathway at the IKK–IKB–P65 axis prior to or during trafficking of P65, upstream of the centrosome, and in doing so specifying the downstream transcriptional response to pro-inflammatory cues.

**Fig. 6.**
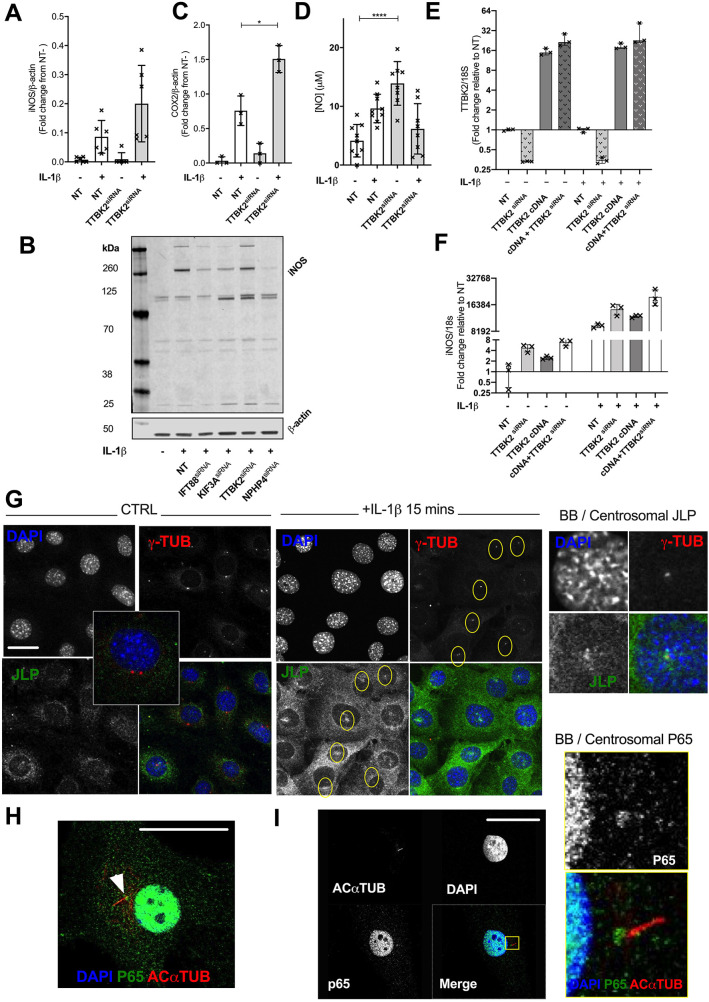
**Regulation of the response to cytokine in fibroblast-like chondrocytes by TTBK2.** (A) iNOS and (C) COX2 protein expression in non-targeting pool (NT) and TTBK2^siRNA^ cells cultured with or without 10 ng/ml IL-1β for 24 h. Protein levels were quantified from western blot (representative blots shown in Fig. S6B,C, respectively) and the data presented as a mean±s.d. fold change from mean iNOS/β-actin or COX2/β-actin levels of the no IL-1β NT condition (iNOS *n*=6; COX2, *n*=3). Not significant (*P*>0.05, Student's *t*-test) for iNOS; *P=0.0110 (Student's *t*-test. *t*=4.483 d.f.=4) for COX2. (B) Western blot analysis of iNOS in NT cells and cells with siRNA depletion of IFT88, KIF3A, TTBK2 and NPHP4, with β-actin as a loading control, with or without 10 ng/ml IL-1β for 24 h. (D) Nitric oxide (NO) analysis of conditioned medium from TTBK2^siRNA^ cells cultured with or without 10 ng/ml IL–1β for 24 h compared with NT (*n*=9, respectively) presented as mean±s.d. [*n*=8 (NT), 9 (TTBK2 siRNA)]. ****P<0.0001 (Mann–Whitney test). (E,F) qPCR analysis of TTBK2 (E) and iNOS (F) relative to NT condition (*n*=3) in TTBK2 siRNA, TTBK2 overexpression (cDNA) and both conditions. Graphs presented as mean±s.d. (G) Confocal immunofluorescence microscopy of control and cytokine-exposed WT cells, labelled with DAPI (blue), and stained for JLP (green) and γ-tubulin (γ-TUB; red), illustrating basal body (BB)/centrosomal localization (yellow ovals) of JLP upon cytokine exposure. (H,I) Confocal immunofluorescence microscopy of a cytokine-exposed WT chondrocyte, labelled with DAPI (blue), and for P65 (green) and acetylated α-tubulin (ACαTUB; red), illustrating P65 localization to the basal end of the cilium. Scale bars: 10 μm.

## DISCUSSION

We have previously shown that mutation of IFT88 regulates the cell response to IL-1β, and observed changes to IKK activity and IκB degradation shortly after cytokine exposure. This led us to propose that IFT88, most famously associated with primary cilia assembly and function, had a role in NFκB transduction, analogous to its roles in mechanotransduction (Wann et al., 2012) and particularly the regulation of Hedgehog (Hh) signalling, where the cilium offers a scaffold for tuning the activity of Hh transcription factors (Bangs and Anderson, 2017). The scope of influence this exerts over the spectrum of cell behaviours altered in inflammatory conditions remained unknown. We hypothesized the cilium may play a role in encoding inflammatory signalling, to facilitate the context-appropriate tuning of complex responses. We, and others, have observed changes to cilia structure and trafficking (Wann and Knight, 2012; Wann et al., 2013) in response to inflammatory cues, consistent with the concept of ciliary IFT proteins being recruited to inflammatory signal transduction. It was, prior to this study, unclear as to how important the ciliary axoneme was to this novel role for IFT88. In contrast to the early regulatory roles for IFT88, changes to the ciliary structure take hours, and are thus perhaps providing feedback to, or simply a later indicator of, earlier activity within the axonemal compartment. It remains unclear what role ciliary elongation has in inflammation. Changes in cilia length and assembly are associated with ciliopathies, for example cystic disease (Augereau et al., 2016), but also inflammatory disease sites, such as atherosclerosis (Dinsmore and Reiter, 2016). The data presented here imply that the role of ciliary proteins in inflammation may be more complex than canonical ciliary function as the cilium, per se, does not appear to be involved in early inflammatory signalling. We find that IFT88 disruption through mutation, depletion or deletion inhibits NFκB-dependent responses to inflammatory cytokines in ciliated and non-ciliated cells. Depletion of KIF3A, the kinesin responsible for anterograde IFT, including IFT88 trafficking, which normally phenocopies an IFT88 effect, has no inhibitory effect, but a trend towards an enhanced inflammatory response. This is in contrast to the positive regulatory role in the context of hippocampal neuron response to LPS (Baek et al., 2017), which may reflect context-dependent roles for KIF3A, particularly in cells types such as neurons where its non-ciliary roles are well-documented.

Similarly, depletion or overexpression of TTBK2, a kinase involved in the uncapping of the mature basal body enabling ciliary axoneme extension, also shows a trend towards the enhanced response to inflammatory cytokine. Further to this, overexpression of TTBK2 also mildly increased iNOS, indicative of a role for TTBK2 in the inflammatory response, but probably an indirect role. Conversely, depletion of the ciliary transition zone protein NPHP4, which is also cytokine-regulated, inhibits the response. Together with our finding that the ciliary protein IFT88 is also expressed at low levels in non-ciliated bone marrow-derived macrophages, our data support a role for multiple components of the ciliary/centrosomal/basal body machinery, independent of their roles in axonemal trafficking, in the regulation of response to inflammatory cytokine. We speculate accumulation of P65 at the basal body/centrosome is only indicative of late transit through this site as a result of cytoplasmic dynein trafficking demonstrated previously (Shrum et al., 2009), which has more recently been shown to be JLP dependent (Lee et al., 2019). This apparent centrosomal signal does not indicate where IFT88-mediated regulation of NFκB takes place. It is also important to highlight that we were unable to confirm localization of P65 with a mouse antibody to P65, due to non-specific binding, nor of a GFP-tagged P65. Centrosomal antibody staining for P65 changed with time and, for example, was not seen after nuclear translocation was complete beyond 30 min. Ciliary proteins, may contribute to an important regulatory nexus, upstream of transcription, as seen for Gli regulation in Hh signalling, albeit, in this context, not within the axoneme. An ambitious coupling of spatial proteomics, microscopy and transcriptional profiling will be required to explore this proposal further. IFT88 and other ciliary proteins may be involved in the carefully timed upstream transport of P65 towards the centrosomal/nuclear pore structure as described by Lee et al. (2019).

Many studies have shown changes to the cytoskeletal structure with perturbations of ciliary proteins such as IFT88. We have no evidence that the cytoskeleton is dramatically altered by IFT88 depletion in our experimental conditions, but changes to transport are possible. If so, it would seem, among pathways activated by cytokine, NFκB is most susceptible to these changes.

Studies of experimental inflammatory atherosclerosis, which is altered by conditional deletion of *Ift88* and thus removal of cilia (Dinsmore and Reiter, 2016), and the ciliopathy polycystic kidney disease (PKD) implicate cilia/ciliary proteins in inflammatory components of pathogenesis (Viau et al., 2018; Zimmerman et al., 2018). Macrophages have not been observed to assemble primary cilia, but macrophage activation and infiltration is altered in IFT88^ORPK^ mice (Zimmerman et al., 2018) and mice with a dysfunctional ciliary molecular complex (Viau et al., 2018). Thus, our findings may explain, in part, aberrant the inflammation seen in ciliopathies such as PKD where there is renewed focus on inflammation and the role of macrophages. Our studies used bone marrow-derived macrophages, which we find do express IFT88, in contrast to tissue-resident populations (Knoll et al., 1994); hence, this role of ciliary proteins may be cell type-specific and would require further investigation. IFT88 has been shown to be part of a complex with the Golgi-associated IFT protein IFT20, which promotes TCR clustering at the immune synapse in T cells (Finetti et al., 2009). A role for IFT88 in post-Golgi trafficking in inflammatory cell biology may well extend beyond the response to cytokine in non-ciliated immune cells. It remains unknown whether ciliary proteins play previously unheralded but complex, context-dependent roles in tissue inflammation and inflammatory disease.

A limited appreciation of how cascades, such as NFκB signalling, encode specificity to cellular responses downstream of inflammatory cues precludes successful therapeutic interventions in inflammation. There are a number of examples that indicate that cascade timing, often indicated by changes to NFκB shuttling, determine and, perhaps encode, transcriptional output (Mitra et al., 2017). IFT88 exerts some regulatory control over this, apparently affecting the timing of the key events in the IKK–IκB–P65 axis (Wann et al., 2014), and thus P65 shuttling rates (Fig. 1). Given the transport protein nature of IFT88 structure and the recent non-ciliary, cytoskeletal roles for IFTs (Bizet et al., 2015) and other components of the ciliome, including TTBK2 (Watanabe et al., 2015), we propose either a non-ciliary role for IFT88 in P65 transport dynamics [IFT proteins have already been shown to bind dynein (Delaval et al., 2011)], or the indirect disruption of this system through effects on the cytoskeleton, upstream of the centrosome. The compartmentalization of NFκB signalling components has been studied upstream and indicates a cytoplasmic dynein and/or centrosomal component (Vertii et al., 2016a,b,c), including an IKK signalsome (Kfoury et al., 2008), at the centrosome, where IκB has also been identified (Crépieux et al., 1997). It may be more difficult to image this collective when it is more diffuse in the cytosol during upstream signalling. Downstream of NFκB shuttling and NFκB transcript binding (Wann et al., 2014), one third of the transcriptional output (shown here by RNAseq) is affected. IFT88 depletion was most influential over a smaller subset of genes, an effect evenly distributed across all clusters irrespective of transcriptional dynamics. 

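The share of genes altered by IFT88siRNA was lowest in clusters 1 and 5 and highest in clusters 2 and 3. A chi-square test of the altered and other genes across the 5 clusters gave a statistic of 95.8 (p = 7.79e-20). This test takes genes as independent, which genes of 1 cluster are not. A different response to IL-1β, as a change from 0 h, was found for 17, 92, 41, 38 and 10 genes of clusters 1 to 5. In 40 splits of the libraries, only the real one gave as large a share of altered genes in each of the clusters, and the highest share in the others was 5.98% in cluster 2 and 2.51% in cluster 1.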

Despite this selectivity of effect, gene enrichment analysis implies that IFT88 and, on the basis of our RNAi interventions, potentially other ciliary proteins, is involved in biologically important pathways and processes in inflammation. 

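*Wdr34* (ENSMUSG00000039715) lies on chromosome 2 from 30031546 to 30048881 of GRCm38. In NT it was at 11.7 ± 0.834 CPM at 0 h and 8.40 ± 0.259 CPM at 4 h (SD, n = 3), a log2 change of −0.47 (standard error 0.0886, adjusted p = 7.02e-05), which is under the 1.5-fold threshold for the clusters. Its level did not differ between IFT88siRNA and NT at any time point, with adjusted p-values from 0.137 to 0.903. The BBSome genes had 3 of 8 tested genes against 0.894 by chance (exact p = 0.0507, adjusted p = 0.578) in cluster 5 by the one-sided Fisher's exact test.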

The enrichments discovered within the temporal clusters, including on genes within the BBSome and ciliary body, basal body and centrosome, also included the type II dynein component WDR34, a TAK1 regulator (Gao et al., 2009). However, our previous data suggests the activity of the cytokine receptor and master kinase TAK1 is intact in IFT88 mutant cells (Wann et al., 2014). The RNA-seq dataset can serve as a platform for further work substantiating our interpretation that IFT88 elicits response specificity through regulatory bias of NFκB over other signalling pathways. We speculate this is due to an NFκB reliance on active, dynein-dependent cytoskeletal trafficking.

In summary, we demonstrate that disruption of ciliary proteins alters the cellular response to inflammatory cues in both ciliated and non-ciliated cells. A specific subset of the cell response, one third of the response to IL-1, is impaired by disruption of IFT88. Responses are enhanced by KIF3A and TTBK2 targeting. Despite axonemal elongation and the cytokine-mediated induction of a subset of ciliary genes in response to inflammatory cues, we suggest that IFT88-mediated regulation of the inflammatory response is not indicative of a ciliary axonemal role in early inflammatory signalling. Indeed depletion of IFT88 in macrophages, which do not assemble primary cilia, reduces the response to pro-inflammatory cues. Given the potential universal effect of IFT88 in the context of cytokine response, combined with the selectivity of effect within inflammatory targets, we propose peripherally cytosolic, ‘ciliary’ proteins may be novel components in the encoding of inflammatory signalling, and therefore are an exciting set of proteins to explore in inflammatory signalling and approaches aiming to restore physiological inflammatory signalling in disease.

## MATERIALS AND METHODS

### Cell culture

A mouse chondrocyte cell line was used as previously described (Wann et al., 2012), and was recently authenticated and tested for mycoplasma contamination, in a base medium (all Sigma-Aldrich) of low-glucose DMEM (D5921), 10% (v/v) fetal calf serum (F7524), 2.5 mM L-glutamine (G7513), 88 U ml^−1^ penicillin and 90 µg ml^−1^ streptomycin (P4333). Experiments were conducted with primary cells [released from conditional immortalization induced with 33°C culture in the presence of 10 ng ml^−1^ mouse recombinant interferon-γ (R&D systems) by washing and culturing cells at 37°C without INF-γ]. Cells were seeded in complete mouse primary culture medium for experiments. Articular cartilage was isolated from the metacarpophalangeal joint and incubated overnight at 37°C in 1 mg/ml collagenase (Sigma-Aldrich, UK), in porcine culture medium (as cell line medium plus 16 mM HEPES). The cells released were strained and centrifuged, followed by removal of the supernatant and resuspension of the cell pellet in fresh porcine culture medium. Cells were seeded onto sterile 1.9 cm^2^ glass coverslips at 8×10^4^ cells cm^−2^. The culture medium was changed on the 6th and 13th day post seeding and cells were used for experiments on the 15th day, once they had attached to the glass culture surface and quiescence was reached.

For macrophage studies, bone marrow was collected from 7-week-old IFT88*^fl/fl^/*ROSA26ERT^2^ mice (B6;129-*Gt(ROSA)26Sortm1(cre/ERT)Nat*/J; stock no. 004847, The Jackson Laboratory), suspended in freezing medium (10% DMSO in FBS) and stored for later use. All animal experiments were performed according to approved guidelines. Murine bone marrow-derived macrophages (BMDMs) were differentiated from total bone marrow cells cultured for 7 days in BMDM medium [RPM1 1640 (Thermo Fisher, cat. number 21870076) supplemented with 10% heat inactivated FBS (Gibco certified low endotoxin, cat. number 1600044), 1× penicillin-streptomycin-glutamine (100× stock, Thermo Fisher cat. number 10378016), 25 mM HEPES (1 M stock, Thermo Fisher cat. number 15630056), 1 mM Na-pyruvate (100× stock, Thermo Fisher cat. number 11360070) and 50 ng/ml recombinant human macrophage colony-stimulating factor (Immunotools, endotoxin free, cat. number 11343117)]. Cells were fed on day 5 of differentiation with fresh BMDM medium and at that time treated with 500 nM 4-hydroxytamoxifen (Sigma Aldrich, T176) or vehicle (ethanol) for 48 h. On day 7, cells were lifted with cold PBS and seeded at 1×10^6^ cells ml^−1^ in 12-well plates in a total volume of 1 ml, in 4-hydroxytamoxifen-free BMDM medium. Cells were allowed to adhere for 5–6 h and then stimulated with 100 ng ml^−1^ ultrapure *Escherichia coli* K12 LPS (Invitrogen, cat number tlrl-peklps), 10 ng ml^−1^ endotoxin-free recombinant murine TNF (Biolegend, career free, cat number 575204) or 10 ng ml^−1^ endotoxin-free recombinant human IL-1β (PeproTech, cat number 200-01B). Deletion of IFT88 and induction of iNOS mRNA was analysed by qPCR.

### Cytokine inductions in non-macrophage cells

IL-1β (Peprotech) and TNF (Invitrogen) were diluted in PBS containing 0.1% BSA before dilution in media depending on experiment and used at concentrations as indicated in results or experimental sections in the Materials and Methods.

### Antibodies

Primary antibodies used in this study are as follows: β-actin (Novus Biologicals, 8H10D10 1:5000), acetylated α-tubulin (clone 6-11B-1, Sigma-Aldrich T7541 1:2000), arl13b (Proteintech, 17711-1-AP 1:1000), IFT88 (Proteintech, 13967-1-AP 1:500), IFT88 (Fig. 5B) (Santa Cruz Biotchnology, sc-84318 1:250), KIF3a (Abcam, ab11259 1:500), COX2 (Cell Signaling Technology, D5H5/12282 1:500), iNOS (Cell Signaling Technology D6B6S/13120 1:500), NFκB p65 (Abcam, ab7970 1:500), IKB (Abcam, ab32518 1:250), phospho-JNK1/2 (Thermo Fisher Scientific, D12H7L17) 1:500, phospho-ERK1/2 (Cell Signaling Technology, 9101 1:500). JLP/SPAG9 (D72F4) rabbit monoclonal antibody (Proteintech 5519 1:50), and γ-tubulin clone GTU-88 mouse monoclonal (Sigma, T6657 1:1000). Alexa Fluor-conjugated secondary antibodies (Invitrogen) and DAPI (1:5000, counterstain, also Invitrogen) were used for immunofluorescence studies.

### siRNA knockdown

50–60% confluent murine chondrocytes were incubated in murine primary medium. Cells were transfected with 10 nM of siRNA (4× smart pools) for IFT88 [mouse Ift88 (Dharmacon, L-050417-00-0005)], KIF3A [mouse Kif3A (Dharmacon, L-042111-01-0005)], TTBK2 [mouse Ttbk2 (Dharmacon, L-047640-00-0005)], NPHP4 [mouse Nphp4 (Dharmacon, L-055006-01-0005) or DyneinC2H1 [mouse Dync2h1 (Dharmacon, M-061741-01-0005)] and a non-targeting control siRNA [non-targeting pool (Dharmacon, D-001810-10-05)] using RNAiMAX (Invitrogen), made up in optiMEM and cultured for 48 h. TTBK2 overexpression was conducted as per siRNA experiments, using mouse cDNA clone MR217963 (accession no. NM080788) TTBK2 Myc-DDK tagged transcript variant 1 through a pCMV6-entry vector purchased from Origene.

### RNA extraction and qPCR

Cells were cultured as described above then lysed for RNA collection using an RNAeasy mini kit (Qiagen). RNA was re-suspended in RNase-free water and yields and indicative purity checked using Nanodrop (Thermo Fisher Scientific). For WT versus IFT88^ORPK^ comparisons, 1 µg of RNA was used to synthesize cDNA, and reverse transcription was performed using the ABI High Capacity Kit (Thermo Fisher Scientific) following the manufacturer's instructions. Real-time RT-PCR was performed using the TaqMan (FAM dye) Universal Master Mix II (Thermo Fisher Scientific). Each reaction consisted of 0.5 µl cDNA template, 5 µl master mix, 0.5 µl primers, and 4 µl nuclease-free water. For WT versus IFT88^siRNA^ and RNA-seq validation, RNA integrity was assessed using an Agilent 2100 Bioanalyzer and the RNA Nano 6000 assay (Agilent Technologies) following the manufacturer's instructions. 500 ng RNA was used to synthesize cDNA. Reverse transcription was performed using the High Capacity cDNA Reverse Transcription Kit without RNase inhibitor (Thermo Fisher Scientific) following the manufacturer's instructions. cDNA from chondrocyte experiments was diluted 1:2.5 in RNase-free water before use in real-time qPCR. For macrophage qPCR in initial 4-hydroxytamoxifen testing, 500 ng RNA was used to synthesize cDNA. For experimental conditions, 1 µg RNA was used to synthesize cDNA. Reverse transcription was performed using the High Capacity cDNA Reverse Transcription Kit without RNase inhibitor (Thermo Fisher Scientific) following the manufacturer's instructions. cDNA from macrophage experiments was diluted 1:2 in RNase-free water before qPCR. All qPCR was performed using the TaqMan Fast Universal PCR Master Mix (Thermo Fisher Scientific, UK). Each reaction comprised 2.4 µl cDNA template, 3 µl Master Mix, 0.3 µl primer and 0.3 µl nuclease-free water. Samples were loaded in a 384-well plate and thermocycling was performed on a ViiA7 Real-Time PCR System (Thermo Fisher Scientific) using the following protocol: hold 2 min at 50°C; hold 10 min at 95°C; 40 cycles: 15 s at 95°C, 1 min at 60°C; hold at 4°C. Data were captured and primary analysis performed using Expression Suite Software v 1.1 (Applied Biosystems, Warrington, UK) by the ΔΔCT method using 18S as a normalizing gene, identified as most stable of three potential references checked (18S, B2 M and GAPDH). TaqMan assays, as below, were purchased from Thermofisher Scientific, UK. Sequences of primers are available upon request.

### Western blotting

Cells were washed on ice quickly in 500 µl of ice cold PBS before 300 µl of ice cold lysis buffer [150 mM sodium chloride, 1% Triton-X 100, 50 mM Tris pH 8, a cocktail of protease inhibitors (Roche)] was added to the cells for 5 min. Cells were removed from the culture surface using a cell scraper before being left for a further 5 min and homogenized through a 21 G needle. Samples were spun at 8000 ***g*** for 10 min at 4°C before the supernatant (cytoplasmic) fraction was transferred to a fresh tube, frozen and stored at −20°C for later use. Proteins were resolved on Bis-Tris gels (Thermo Fisher Scientific, UK) and transferred using the BioRad transblotting system. ImageJ was used to quantify immunoreactive bands labelled using LI-COR near-infrared secondary antibodies, multiplexing target protein with reference.

### Immunofluorescence

Coverslip cultures were fixed using 4% paraformaldehyde at 37°C for 7 min, followed by permeabilization with 0.5% Triton X-100 and blocking with 5% goat serum. Coverslips were incubated overnight at 4°C with primary antibodies depending on protein of interest [acetylated a-tubulin (1:2000), Arl13b (1:1000), NFκB P65 (1:500)]. Coverslips were washed, incubated for 45 min in the dark at 25°C with Alexa Fluor 488-conjugated anti-mouse-IgG and Alexa Fluor 555-conjugated anti-rabbit-IgG (Invitrogen), before DAPI (1:5000) counterstaining (Invitrogen) and mounting in Prolong gold mountant.

### Imaging

High resolution microscopy was conducted using an Olympus FluoView FV1000 confocal microscope with an oil immersion 63× objective to produce confocal serial sections (pixel size 150 nm), for maximum intensity *z*-stack reconstruction of monolayer fields. Lower resolution images were taken using a Zeiss Axioscope. TIRFM was conducted using an Olympus TIRF IX83, imaged with an UAPON 150×/NA 1.45 oil objective.

### Cilia length

WT cells or primary porcine chondrocytes were cultured to confluence on 1.9 cm^2^ glass coverslips before being treated with 10 ng/ml IL-1β or TNF for 24 h. Cells were fixed and prepared as described above using primary antibodies against acetylated α-tubulin (1:2000) and Arl13b (1:1000). Confocal microscopy was used to acquire images, and projected cilia length was measured from a maximum intensity *z*-stack reconstruction, using a medial line defined along the centre of the cilium using ImageJ software.

### NFκB P65 nuclear intensity and cytoplasmic localization

WT and ORPK chondrocytes were cultured to confluence on 1.9 cm^2^ glass coverslips before being treated with 10 ng/ml IL-1β or TNF for 10, 20 and 30 min time points. Cells were fixed and prepared as described above using primary antibodies against acetylated α-tubulin (1:2000) and NFκB P65 (1:500). Epifluorescence wide-field microscopy was used to acquire wide-field images of cell preparations. Using ImageJ, the DAPI-labelled nuclei were defined as areas of interest and the P65 signal intensity was measured. Cells were identified as ciliated or non-ciliated based on acetylated α-tubulin ciliary labelling.

### RNA-seq experiment

WT cells were cultured in 6-well culture plates, directly into primary cell medium at a cell density of 15,000 cells cm^−2^ in 2 ml total volume. Cells were then cultured to 50–60% confluence and transfected with an IFT88 siRNA as described above. Cells were then treated with 10 ng/ml IL-1β for 1 h 2 h, 4 h, 8 h and 24 h with an untreated medium only, as a control, before being lysed in ice-cold RLT lysis buffer (Qiagen) and stored at −20°C, ready for RNA extraction, as described above. All RNA RIN values were determined to be >9. PolyA-selected sequencing libraries were prepared using the TruSeq protocol (Illumina). Libraries were subject to 75 bp paired-end sequencing (Illumina HiSeq 4000) to an average depth of 28.5 million read pairs per sample.

### RNA-seq data analysis

Sequence reads were aligned to the mouse genome with Hisat2 (version 2.1.0) (Kim et al., 2015) using a ‘genome_trans’ index built from the GRCm38 release of the mouse genome and Ensembl version 91 annotations (two-pass strategy to discover novel splice sites; with parameters: --dta and --score-min L,0.0,-0.2). Data quality was assessed using the pipeline_readqc.py script (https://github.com/cgat-developers/cgat-flow/). The average alignment rate was 97.25% (as assessed with picard tools v2.10.9, https://github.com/broadinstitute/picard). Mapped reads were counted using featureCounts (Subread version 1.6.3; Ensembl version 91 annotations; with default parameters) (Liao et al., 2014). Salmon v0.9.1 was used to calculate transcripts per kilobase million (TPM) values (Patro et al., 2017) using a quasi-index (built with Ensembl version 91 annotations and k=31) and gc bias correction (parameter “--gcBias”). Time-course analysis was performed using ImpulseDE2 (v 1.6.0) (https://doi.org/10.1101/113548). Genes that showed significant changes [Benjamini–Hochberg (BH) adjusted *P*<0.05; |fold change|>1.5] following IL-1β treatment in the non-targeting (NT) samples (case-only analysis) were subject to k-means clustering analysis (Fig. 3A). Genes whose response to IL-1β was modulated by IFT88^siRNA^ were then identified by intersecting the results of case-control analysis (BH adjusted *P*<0.05; |fold change|>1.5) with the NT case-only results (Fig. 3C). Over-represented genesets (one-sided Fishers exact tests; BH adjusted *P*<0.05) were identified with gsfisher (https://github.com/sansomlab/gsfisher). Pertime point differential expression analysis of IFT88 treated versus control samples was performed using DESeq2 (v1.22.0) (Love et al., 2014).

### Protease activity

Cells were co-cultured with aggrecan, before probing for extracellular (medium) neoepitopes, as described previously (Ismail et al., 2015). In brief, confluent cells, as per other experiments, were incubated with bovine aggrecan (50 µg/ml) with or without 10 ng/ml IL-1β. Medium was collected after 24 h and before analysis deglycosylated overnight, concentrated by acetone precipitation and denatured before probing for immunoreactive bands signifying fragments generated by protease cleavage at the Glu^1819^-Ala^1820^ bond in aggrecan in western blots using a polyclonal rabbit antibody directed at N-terminal AGEG at 1:500 (kind gift from Hideaki Nagase, University of Oxford, UK).

### Griess assay

NO was measured in the culture medium following 24 h IL-1β treatment using a Greiss assay kit (Insight Biotechnology, cat number 30100) according to the manufacturer's instructions, and against a sodium nitrite standard measured at 544 nm.

### Data presentation and statistical analysis

Graphs were drawn in GraphPad Prism (GraphPad Software, La Jolla, CA). All data manipulations and statistical analyses were performed in Graph Pad Prism. For the purposes of statistical significance *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. Specifics of graphical representation, statistical tests and *n* numbers are defined in the respective figure legends.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Ciliary proteins specify the cell inflammatory response by tuning NFκB signalling, independently of primary cilia
**Source:** J Cell Sci. 2020 Jul 8;133(13):jcs239871. doi: 10.1242/jcs.239871
**Supplement:** Supplementary information

Supplementary materials

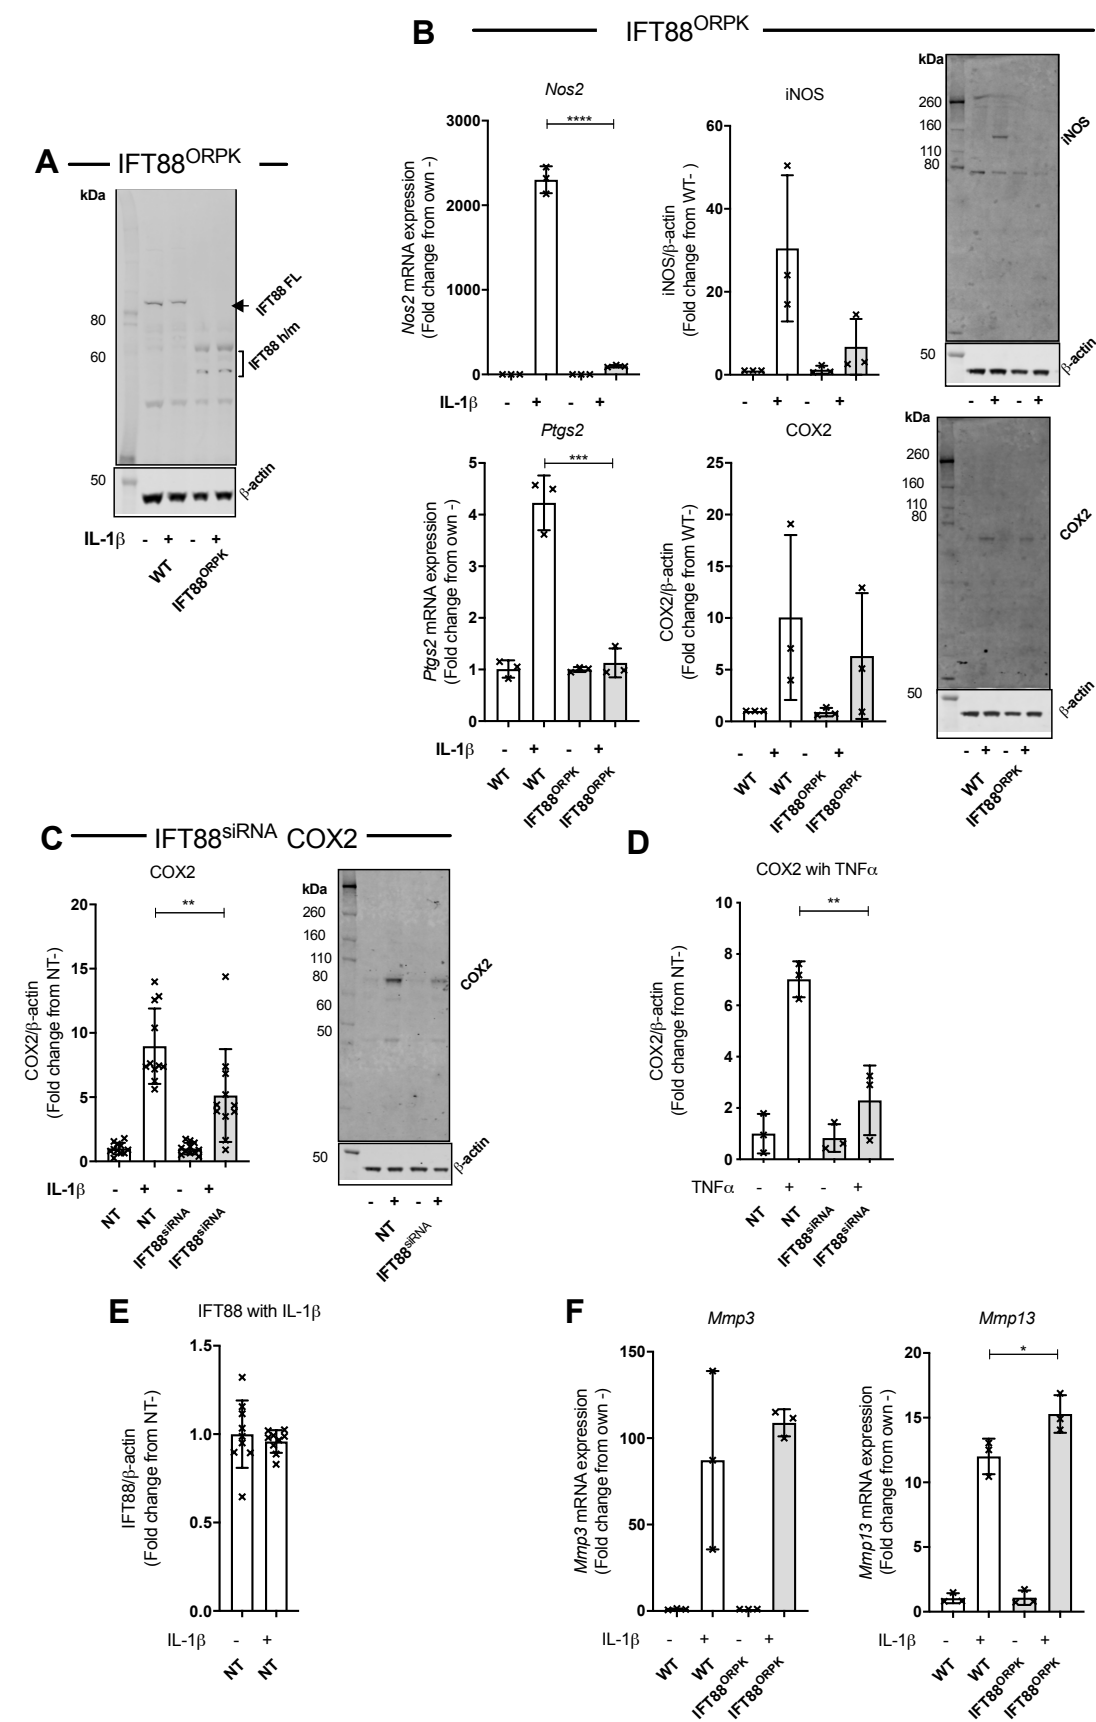

### Fig. S1 Disruption of IFT88 alters cell response to IL-1 $\beta$ and TNF $\alpha$

**A** Western blot analysis of WT and IFT88<sup>ORPK</sup> cell lysates, from cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr, probing for IFT88 and  $\beta$ -actin as a loading control. **B** *Ptgs2* mRNA expression (top, left) and COX2 protein expression (top, right) in WT and IFT88<sup>ORPK</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr. *Ptgs2* presented as a fold change from the mean *Ptgs2* expression of the -IL-1 $\beta$  condition ( $n=3$ , \*\*\* $P<0.0001$ , Student's *t*-test.  $t=8.948$  df=4). COX2 levels presented as a fold change from mean COX2/ $\beta$ -actin levels of the -IL-1 $\beta$  WT condition ( $n=3$ , ns  $P=0.0949$ , Student's *t*-test.  $t=2.179$ , df=4). *Nos2* mRNA (bottom, left) and iNOS protein expression (bottom, right) in WT and IFT88<sup>ORPK</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr. *Nos2* presented as a fold change from the mean *Nos2* expression of the -IL-1 $\beta$  condition ( $n=3$ , \*\*\*\* $P<0.0001$ , Student's *t*-test.  $t=23.98$ , df=4). iNOS levels presented as a fold change from the mean iNOS/ $\beta$ -actin in the -IL-1 $\beta$  WT condition ( $n=3$ , ns  $P=0.5548$ , Student's *t*-test.  $t=0.6437$ , df=4). All graphs presented as the mean $\pm$ SD. **C** COX2 protein expression in NT and IFT88<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr. Protein levels were quantified and the data presented as a fold change from mean expression /  $\beta$ -actin levels of the -IL-1 $\beta$  NT condition,  $n=11$ , \*\* $P<0.001$ , Mann-Whitney test.  $U=18$ ). All graphs presented as the mean $\pm$ SD. **D** COX2 protein expression in NT and IFT88<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml TNF $\alpha$ , for 24hr. COX2 levels presented as a fold change from mean COX2/ $\beta$ -actin levels of the -IL-1 $\beta$  NT condition ( $n=3$ , \*\* $P=0.0059$ , Student's *t*-test.  $t=5.357$  df=4). **E** IFT88 protein expression in NT cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr. IFT88 levels were quantified and the data presented as a fold change from the mean IFT88/ $\beta$ -actin levels of the -IL-1 $\beta$  NT condition ( $n=9$ , ns  $P=0.5445$ , Student's *t*-test.  $t=0.6192$  df=16). All graphs presented as mean $\pm$ SD. **F** *Mmp3* and **b** *Mmp13* mRNA expression in WT and IFT88<sup>ORPK</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr, presented as a fold change from the mean of the WT - IL-1 $\beta$  condition ( $n=3$ , **a** ns, **b** \* $P=0.464$ , Student's *t*-test.  $t=2.849$  df=4).

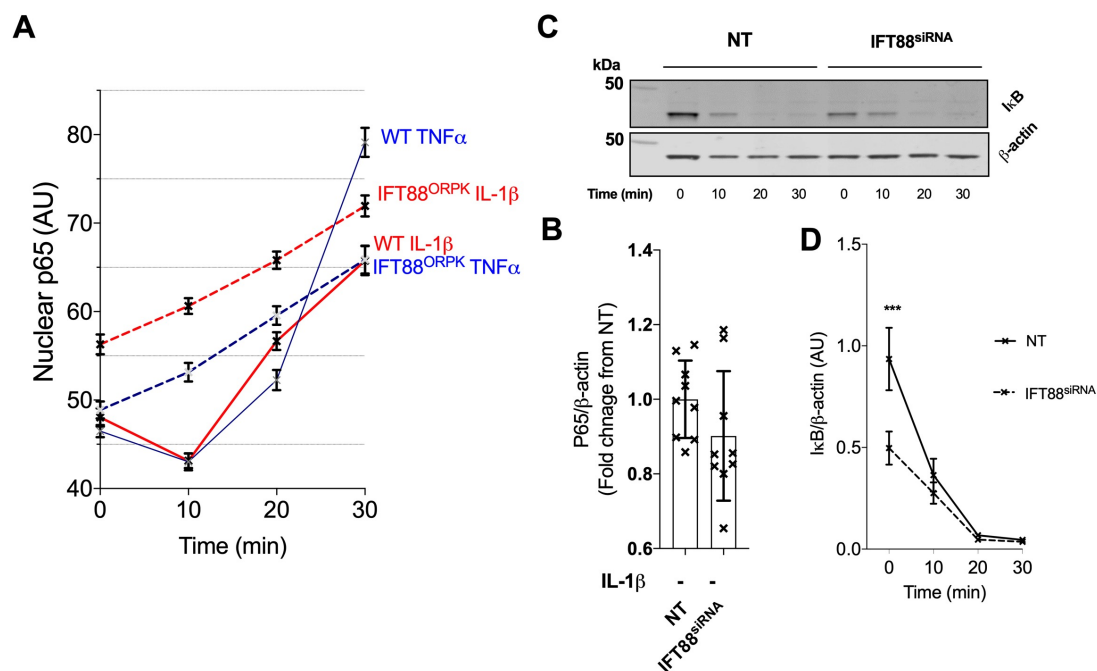

**Figure. S2 Effects of IFT88 disruption on NFκB signalling dynamics.**

**A** P65 translocation curves for WT and ORPK conditions without normalisation to T=0hr. Quantification of IF nuclear p65 intensity in WT (solid line) and IFT88<sup>ORPK</sup> (dashed line) cells. 30min time course of 10ng/ml IL-1 $\beta$  (red) or TNF $\alpha$  (blue), with 10, 20 and 30min cytokine time points and an unstimulated media only 0hr time point ( $n = 140$  to  $200$  nuclei per condition, mean $\pm$ SEM). **B** Western blot analysis of IκB levels in NT and IFT88<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 0, 10, 20 and 30min presented as IκB/β-actin, β-actin as a loading control. ( $n=9$ ,  $p=0.164$ ) **C** P65 protein expression in NT and IFT88<sup>siRNA</sup> cells, presented as P65/β-actin levels of the condition ( $n=3$ , ns,  $P>0.05$ . Students t-test, mean $\pm$ SD). **D** IκB protein expression levels in NT and IFT88<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 0min, 10min, 20min and 30min (NT and IFT88  $n=8$  for all time points). Proteins levels presented normalised to the levels of the loading control β-actin ( $***P=0.0002$ , two-way ANOVA, mean $\pm$ SEM).

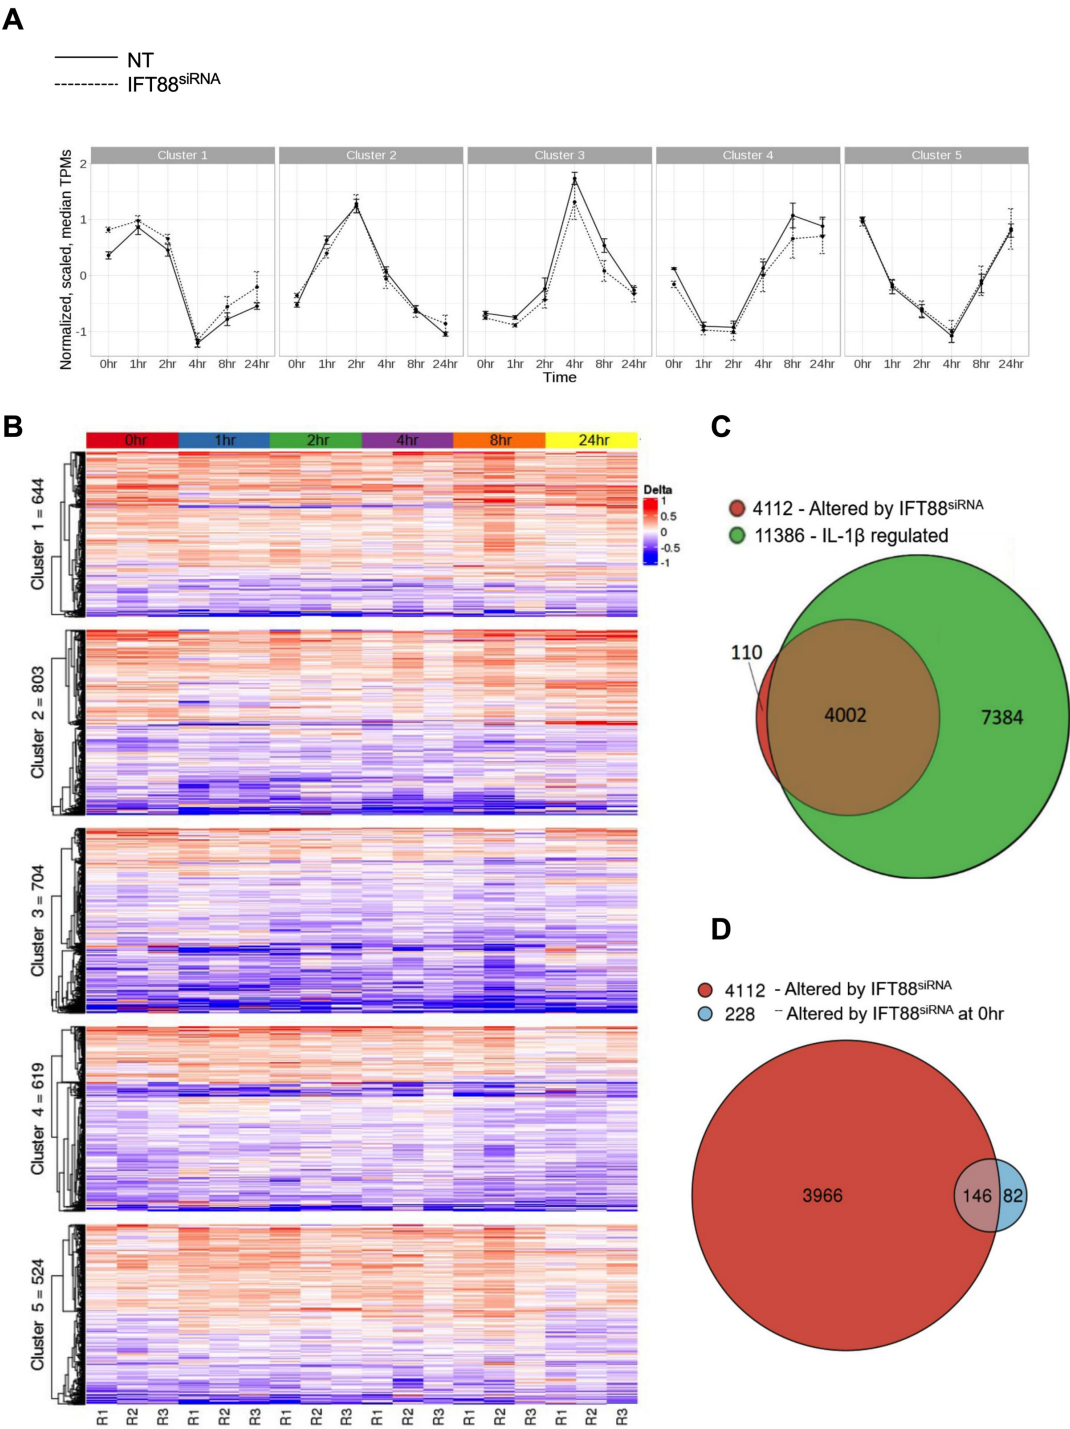

**Fig S3 Effect of IFT88 depletion on genome-wide (RNAseq) transcriptional response to IL-1 $\beta$**

**A** Global temporal profiles over the 24hr time course of the 5 clusters of IL-1 $\beta$  regulated genes (solid line) and how IFT88<sup>siRNA</sup> globally alters these profiles (dashed line; graph presented as mean $\pm$ SD). **B** Heat map for clusters 1 to 5, representing the relative gene expression as either upregulated (red) or downregulated (blue) in the IFT88<sup>siRNA</sup> condition as compared to NT condition over the 24hr time course. **C** Venn diagram of gene expression across the 24hr IL-1 $\beta$  time course, with the number of genes regulated by cytokine in green and the number of genes altered over the time-course by IFT88 siRNA depletion in red (BH adjusted  $P < 0.05$ ; fold change  $> 1.5$ ; ImpulseDE2 case-control analysis). **D** Venn diagram showing the number of genes altered across the time course by IFT88 siRNA depletion, as in c and thus in red, and the number of genes altered at baseline (0hr) by IFT88 siRNA depletion in blue (BH adjusted  $P < 0.05$ ; fold change  $> 1.5$ ; ImpulseDE2 case-control analysis).

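The profiles in A are means over all genes of a cluster. Here, the mean log2 CPM of a cluster differed between IFT88siRNA and NT by at most −0.19 at any time point, in cluster 4 at 8 h. In the terms of C, 7241 genes were changed by IL-1β alone, 776 were both changed by IL-1β and altered by IFT88siRNA, and 92 were altered but not changed by IL-1β. In the terms of D, the altered genes include those whose difference was present at 0 h, since the comparison covers all 6 time points. At 0, 1, 2, 4, 8 and 24 h, 259, 386, 280, 233, 275 and 172 of the altered genes were lower in IFT88siRNA by over 1.5-fold and 118, 53, 39, 22, 60 and 142 were higher.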

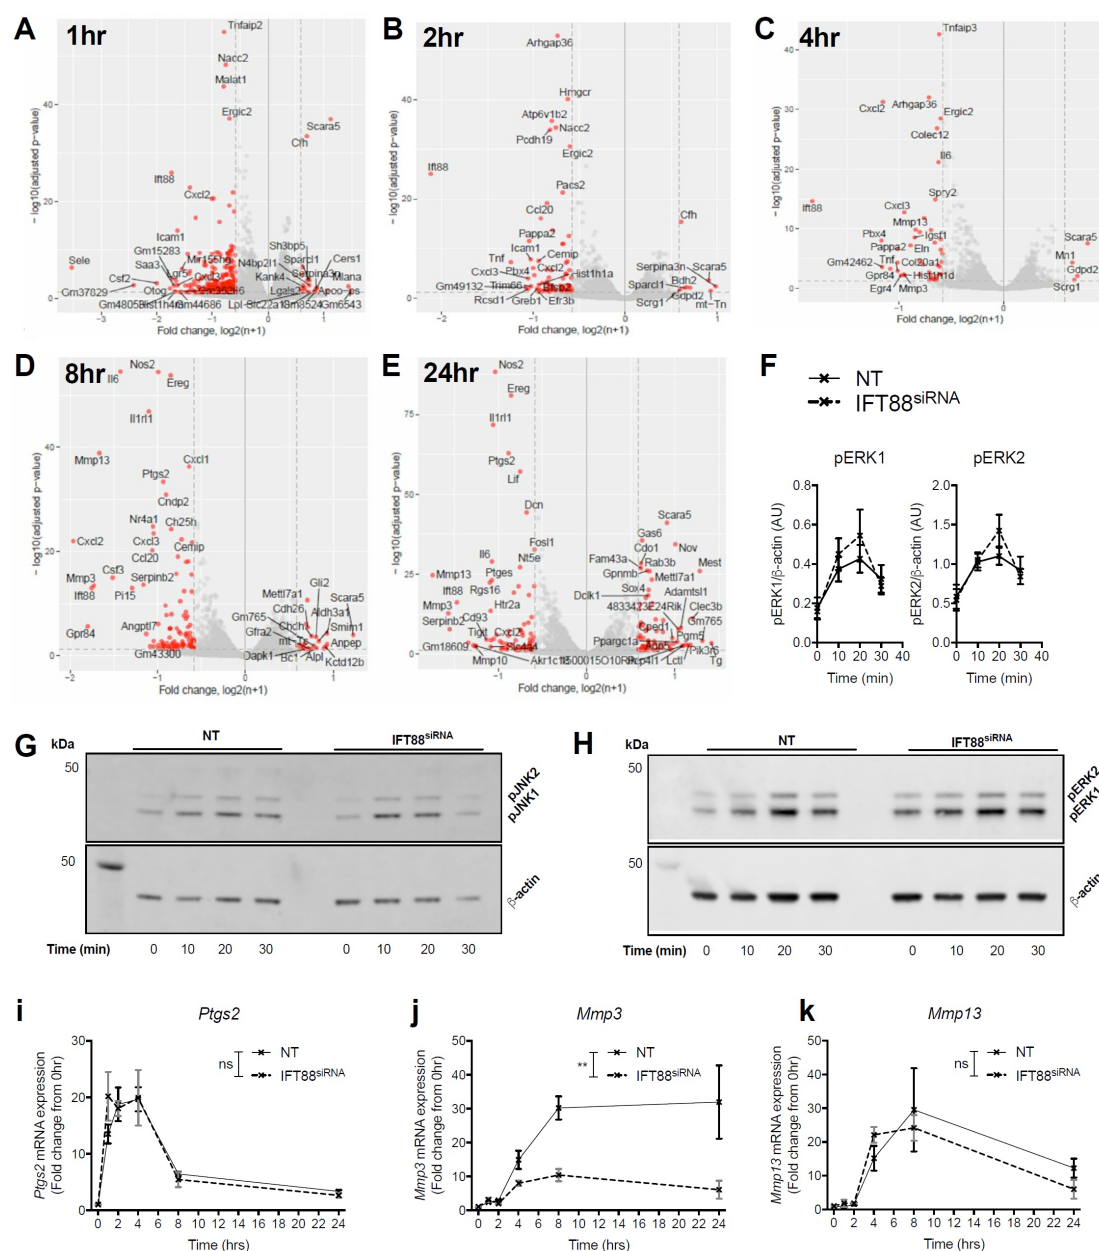

**Fig. S4 Effect of IFT88 depletion on genome-wide (RNAseq) transcriptional response to IL-1 $\beta$  (continued).**

**A-E** Volcano plots for each time point, representing the differential expression of genes in the IFT88<sup>siRNA</sup> condition with respect to the NT control, for each time point. 

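A volcano plot sets the log2 fold change of each gene against its p-value. Over the 6 time points, 868 genes passed both thresholds at 1 or more of them, 220 only at 0 h and 648 at 1 or more of 1 to 24 h. The 868 genes are as many as those altered over the time course, but only 610 genes are in both groups. Among the genes with a mean of at least 50 counts that changed in the same direction in every pair of the same replicate number, the largest falls besides *Ift88* were those of *Atg9b* (ENSMUSG00000038295, chromosome 5, 24384181 to 24392143) at 0 h, with a log2 fold change of −1.30 (standard error 0.0818, adjusted p = 2.98e-10), and *Il1rl1* (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415), with −1.18 (0.0693, adjusted p = 1.22e-10). The largest rises at 0 h were those of *Gm23935* (ENSMUSG00000076258, chromosome 16, 11144125 to 11144181) with 1.88 (0.340, adjusted p = 0.000392), *Scara5*, and *B3gnt2* (ENSMUSG00000051650, chromosome 11, 22759738 to 22860961) with 1.22 (0.255, adjusted p = 0.00156). *Gm23935* is annotated as a microRNA gene, its IFT88siRNA replicates differed widely (306 ± 278 CPM, SD, n = 3), and it did not pass with DESeq2. At 1 h the other genes were *Icam1* and *Mir155hg* (ENSMUSG00000097418, chromosome 16, 84703167 to 84715245) with −1.56 (0.253, adjusted p = 0.00056) among the falls, and *Scara5*, *Sparcl1* (ENSMUSG00000029309, chromosome 5, 104079111 to 104113733) with 0.74 (0.127, adjusted p = 0.000901) and *N4bp2l1* (ENSMUSG00000041132, chromosome 5, 150571644 to 150597188) with 0.73 (0.141, adjusted p = 0.00207) among the rises. At 2 h they were *Tnf* and *Cxcl3* (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) with −1.06 (0.228, adjusted p = 0.033), and *Serpina3n* (ENSMUSG00000021091, chromosome 12, 104406729 to 104414329) with 0.97 (0.186, adjusted p = 0.02), *Scara5* and *Gdpd2* (ENSMUSG00000019359, chromosome X, 100729873 to 100738895) with 0.70 (0.160, adjusted p = 0.0433). At 4 h they were *Pbx4* (ENSMUSG00000031860, chromosome 8, 69832491 to 69872292) with −1.17 (0.167, adjusted p = 0.000682) and *Gm42462* (ENSMUSG00000104728, chromosome 5, 43752909 to 43754271) with −1.16 (0.217, adjusted p = 0.00609), and *Scara5*, *Gdpd2* and *Scrg1* (ENSMUSG00000031610, chromosome 8, 57455923 to 57477585) with 0.67 (0.172, adjusted p = 0.0388). The falls at 8 h were led by *Cxcl2*, *Ift88* and *Mmp3*, and the rises by *Scara5*, *Anpep* (ENSMUSG00000039062, chromosome 7, 79821803 to 79861059) with 0.92 (0.185, adjusted p = 0.022) and *Aldh3a1* (ENSMUSG00000019102, chromosome 11, 61207537 to 61218421) with 0.91 (0.137, adjusted p = 0.00507). At 24 h the falls were those of *Mmp13*, *Mmp3* and *Serpinb2* (ENSMUSG00000062345, chromosome 1, 107511423 to 107535478) with −1.54 (0.184, adjusted p = 7.62e-05), and the rises those of *Mest* (ENSMUSG00000051855, chromosome 6, 30723547 to 30748465) with 1.28 (0.0864, adjusted p = 3.69e-07), *Clec3b* (ENSMUSG00000025784, chromosome 9, 123150946 to 123157432) with 1.20 (0.127, adjusted p = 2.97e-05) and *Adamtsl1* (ENSMUSG00000066113, chromosome 4, 85514172 to 86428385) with 1.07 (0.154, adjusted p = 0.000375). With 1 replicate left out, the adjusted p-value rose above 0.05 for *Cxcl3*, *Serpina3n* and *Gdpd2* at 2 h, *Gm42462* and *Scrg1* at 4 h and *Anpep* at 8 h, and with the replicate number as a block that of *Scrg1* was 0.066.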

Red points represent significantly different ( $FDR < 0.05$ ) genes up (to the right) or down (to the left) in the IFT88<sup>siRNA</sup> condition as compared to the NT control (BH-adjusted  $P < 0.05$ ; fold change  $> 1.5$ ; DESeq2 analysis). The magnitude of the fold change is on the x-axis with the magnitude of significance on the y-axis. **F**

pERK1 (left) and pERK2 (right) protein expression levels in NT and IFT88<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 0min (NT  $n=7$  and IFT88<sup>siRNA</sup>  $n=6$ ), 10min (NT  $n=7$  and IFT88<sup>siRNA</sup>  $n=6$ ), 20min (NT  $n=4$  and IFT88<sup>siRNA</sup>  $n=3$ ) and 30min (NT and IFT88  $n=6$ ). Graphs presented as mean $\pm$ SEM (ns, two-way ANOVA). **G, H** Western blot analysis of pJNK (**G**) and pERK (**H**) in NT and IFT88<sup>siRNA</sup> cells cultured with 10ng/ml IL-1 $\beta$  for 0, 10, 20 and 30min,  $\beta$ -actin as a loading control. **I** *Ptgs2*, **J** *Mmp3* and **K** *Mmp13* mRNA expression in NT (solid line) and IFT88<sup>siRNA</sup> (dashed line) cells cultured with 10ng/ml IL-1 $\beta$  for a time course of 1, 2, 4, 8 and 24hr, presented as a fold change from their respective 0hr unstimulated controls ( $n=3$  for each condition at each time point). All graphs presented as mean $\pm$ SD with two-way ANOVA analysis performed (ns  $P>0.05$ , \*\* $P<0.01$ ).

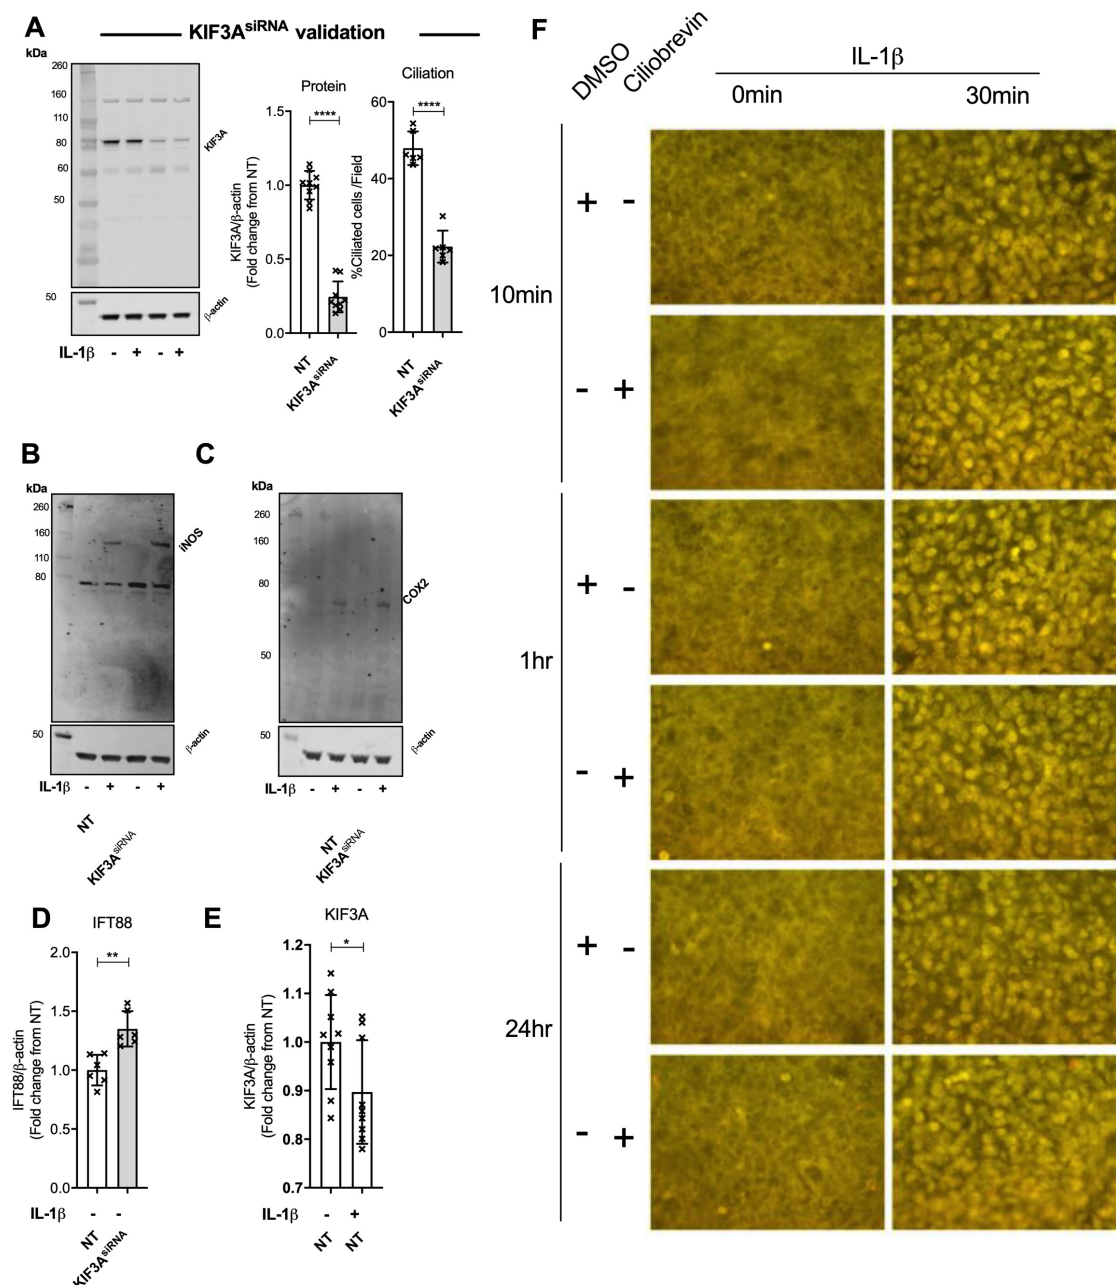**Fig. S5. Effects of KIF3A depletion**

**A** Western blot analysis probing for KIF3A (left) in NT and KIF3A<sup>siRNA</sup> cell lysates, from cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr. KIF3A quantified (middle) and data presented as a fold change from mean KIF3A/ $\beta$ -actin of the -IL-1 $\beta$  NT condition ( $n=9$ , \*\*\*\* $P<0.0001$ , Student's  $t$ -test.  $t=15.89$   $df=16$ ). Effect of KIF3A<sup>siRNA</sup> on cilia (right), shown as percentage ciliated cells in NT and KIF3A<sup>siRNA</sup> cell cultures ( $n=6$  fields from two repeats, \*\*\*\* $P<0.0001$ , Fisher's exact test). **B/C** Representative western blots showing iNOS (**B**) and COX2 (**C**) protein expression in NT and

KIF3A<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hrs. **D** IFT88 protein expression in NT and KIF3A<sup>siRNA</sup>. IFT88 levels presented as a fold change from mean IFT88/ $\beta$ -actin levels of the NT condition ( $n=6$  for each condition,  $**P=0.0015$ , Students  $t$ -test.  $t=4.326$   $df=10$ ). **E** KIF3A protein expression in NT cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hr. KIF3A levels presented as a fold change from mean KIF3A/ $\beta$ -actin levels of the  $-\text{IL-1}\beta$  NT condition ( $n=9$  for each condition,  $*P=0.0478$ , Students  $t$ -test.  $t=2.144$   $df=16$ ). **F** IF microcopy of p65 localisation in WT chondrocytes, treated with 30 $\mu$ M Ciliobrevin D or the vehicle control DMSO for 10min, 1hr or 24hr before  $\pm$  10ng/ml IL-1 $\beta$  for 30min. Scale bar 50 $\mu$ m.

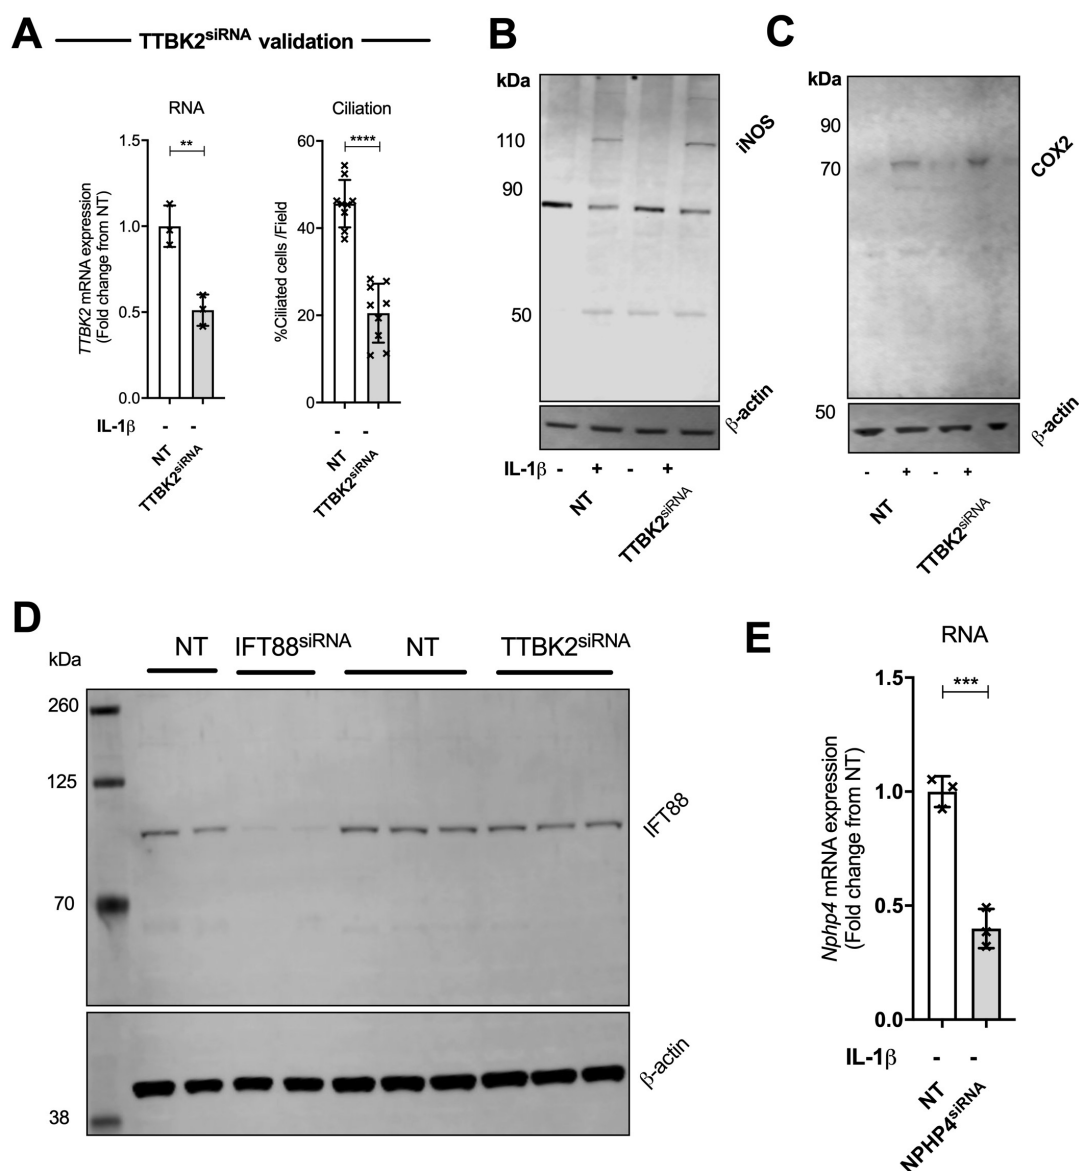

**Fig S6 TTBK2/NPHP4 depletion**

**A** TTBK2 mRNA expression in NT and TTBK2<sup>siRNA</sup> cells (left). Data presented as a fold change from mean of NT condition ( $n=3$ ,  $**P=0.005$ , Student's  $t$ -test.  $t=5.598$   $df=4$ ). Effect of TTBK2<sup>siRNA</sup> depletion on cilia (right), shown as percentage ciliated cells in NT and TTBK2<sup>siRNA</sup> cell cultures ( $n=9$  fields from three repeats,  $****P<0.0001$ , Fisher's exact test). **B/C** Representative western blots showing iNOS (**B**) and COX2 (**C**) protein expression in NT and TTBK2<sup>siRNA</sup> cells cultured  $\pm$  10ng/ml IL-1 $\beta$  for 24hrs. **D** Western blot analysis of IFT88 with siRNA depletion of TTBK2,  $\beta$ -actin as a loading control. **E** *Nphp4* mRNA expression in NT and NPHP4<sup>siRNA</sup> cells, data presented as a fold change from mean of the NT condition ( $n=3$ ,  $***P=0.0007$ , Student's  $t$ -test.  $t=9.55$   $df=4$ ).

How the deposited data were processed for this re-analysis (not part of the article)

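Poly(A) RNA of a mouse fibroblast-like chondrocyte line was sequenced after transfection with non-targeting siRNA (NT) or siRNA against *Ift88* (IFT88siRNA), in medium only (0 h) or after 1, 2, 4, 8 or 24 h with 10 ng/ml IL-1β, with 3 replicates per condition (36 libraries). The authors aligned the reads with Hisat2 and deposited the count of reads per gene from featureCounts, as whole numbers without normalization. The authors also deposited a TPM value per gene and library, quantified with Salmon from the same reads. The methods give default parameters for the counting, which would be without regard to strand. Total counts on genes per library were from 19337022 to 38304127, and the precision that this depth gives covers counting error only, since the reads carry no molecular identifiers. Gene coordinates, gene classes and exonic length came from the GENCODE reference annotation for GRCm38, and the GC content of a gene from its longest transcript in the same reference.

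The conditions of the libraries came from the sample labels, and no group of libraries was formed from a measured value. The replicate number was used as a block only in an alternative, since the labels do not say whether libraries with the same number were prepared together. The counts were analysed in R 4.3.3 with edgeR 4.0.16: scaling with TMM, filterByExpr for genes with low counts, and quasi-likelihood F-tests, two-sided, with Benjamini-Hochberg adjusted p-values. A gene was called changed with an adjusted p-value under 0.05 and a fold change over 1.5. At each time point, 3 IFT88siRNA and 3 NT libraries were compared. Over time, the 5 time points after IL-1β were tested together against 0 h in the 18 NT libraries, the 6 differences between the siRNA groups were tested together in all 36 libraries, and the 5 differences in the change from 0 h between the siRNA groups were tested together for a different response. A fold change over 1.5 was then required at 1 or more of the time points tested. The standard error given is the absolute log2 fold change divided by the square root of its F-statistic, and expression is given as CPM with TMM scaling.

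The genes changed by IL-1β were clustered by k-means (5 clusters, 50 random starts, fixed seed) on log2 CPM with a prior count of 2, scaled per gene. Over-representation was tested with one-sided Fisher's exact tests on 829 Reactome sets of 10 to 300 tested genes, taken from the fgsea 1.28.0 package with Entrez identifiers from AnnotationDbi 1.64.1, and on 16 families and lists defined by symbol, with adjustment over all tests. The score of a gene list was the mean log2 CPM of its genes that IL-1β raised in NT, and its shift between the siRNA groups was tested by permuting the siRNA labels within time points (100000 permutations, two-sided). An exact permutation test of 3 libraries against 3 cannot give a p-value under 0.1. Matched random lists were drawn from induced genes in bins of induction and expression. The time of the largest change was compared between series of single replicates. Relations between 2 measures across libraries were computed on the deviations from the condition means, with permutation within conditions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

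Genes are named by a rule: every gene that the paper names from the RNA-seq in its results and discussion, the genes of Fig. 3C, and per time point the 3 largest rises and 3 largest falls among the genes past both thresholds that changed in the same direction in every pair of the same replicate number and had a mean of at least 50 counts. The alternatives tried were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or upper-quartile scaling in place of TMM, no filter on low counts beyond 1 count in any library, no fold-change threshold, the replicate number as a block, all 36 libraries in 1 model, leaving out each replicate, the TPM values tested with limma 3.58.1 on log2(TPM + 1) with a minimum TPM of 1 in 3 libraries, a pseudocount of 0.1, and no filter on TPM. Other inputs and another seed were tried for the clusters, and other gene sets and references for the list scores. The closing section gives their effect. The steps were tested on simulated data with the depths and mean gene levels of the libraries. A known log2 change of 1 was put in 200 genes with a mean of at least 50 counts. Every gene had the same spread between replicates, and no variation was shared by the genes of a library. The rates found do not cover genes with fewer counts or such variation. With 3 libraries against 3, edgeR recovered 98.5% of them with 4 false calls among 15097 genes, and the tests over time recovered 97.0% or more for the siRNA groups and 95.0% for the response. The permutation test of list scores gave a p-value under 0.05 in 4.30% of 1000 draws of independent normal values with no shift. ImpulseDE2, GO categories and KEGG pathways were not used here, and the qPCR, protein and imaging data of the paper were not analysed here.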

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

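In this part, the test of the NFκB list with the TEC share as a covariate, that of depth on the TEC share, that of the number of genes with the common difference taken out and that of differences already present at 0 h in the named genes were chosen only after the result was seen. The results below are those in which the response to IL-1β, as a change from 0 h, differed between IFT88siRNA and NT by a test of that difference, and 1 signal in genes that the paper does not discuss. Of the 53 named genes, 20 had a different response in the tests of single time points, by an adjusted p-value under 0.05 with no threshold on the fold change, given here at the time point of the largest difference in log2. The rise was smaller, or the fall larger, in IFT88siRNA for *Adamts9* at 4 h by −1.11 (standard error 0.123, adjusted p = 8.7e-07), *Adamtsl1* at 4 h by −0.90 (standard error 0.150, adjusted p = 0.000657), *Anpep* at 4 h by −0.94 (standard error 0.184, adjusted p = 0.00384), *B3gnt2* at 1 h by −1.84 (standard error 0.388, adjusted p = 0.00508), *Cilp2* at 1 h by −1.78 (standard error 0.287, adjusted p = 0.000251), *Col3a1* at 1 h by −0.57 (standard error 0.103, adjusted p = 0.000923), *Gm23935* at 1 h by −3.21 (standard error 0.631, adjusted p = 0.00241) and *Icam1* at 1 h by −1.42 (standard error 0.250, adjusted p = 0.000696). The same direction was found for *Mest* at 4 h by −0.996 (standard error 0.130, adjusted p = 1.71e-05), *Mmp13* at 24 h by −1.78 (standard error 0.391, adjusted p = 0.0237), *Mmp3* at 8 h by −2.004 (standard error 0.508, adjusted p = 0.0425), *Pbx4* at 1 h by −1.28 (standard error 0.330, adjusted p = 0.0283), *Ptgs2* at 8 h by −0.48 (standard error 0.100, adjusted p = 0.00769), *Sox4* at 2 h by −0.66 (standard error 0.158, adjusted p = 0.0261), *Sox9* at 2 h by −0.85 (standard error 0.0956, adjusted p = 2.22e-06) and *Vcam1* at 1 h by −1.15 (standard error 0.181, adjusted p = 0.000214). The opposite direction was found for *Ereg* at 1 h by 0.69 (standard error 0.102, adjusted p = 8.63e-05), *Il1rl1* at 4 h by 0.60 (standard error 0.152, adjusted p = 0.0359), *Jun* at 1 h by 0.53 (standard error 0.0851, adjusted p = 0.000234) and *Tnfaip3* at 2 h by 0.31 (standard error 0.0791, adjusted p = 0.0361). In the test of the 5 time points together, *Il6* (adjusted p = 0.00445), *Ptges* (adjusted p = 0.0243), *Lif* (adjusted p = 0.00219), *Cxcl2* (adjusted p = 0.0406), *Gdpd2* (adjusted p = 0.00331), *Clec3b* (adjusted p = 0.00285) and *Serpinb2* (adjusted p = 0.0209) also had an adjusted p-value under 0.05, with none under it at a single time point, and of these all but *Lif* and *Gdpd2* passed the 1.5-fold threshold too. The tests of technical explanations below were not run on these 7 genes.

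Technical explanations were tested on the 20 genes from the tests of single time points by whether each kept its direction with an adjusted p-value under 0.05. After thinning all libraries to the smallest total, 17 genes did, and *Anpep*, *Mmp3* and *Tnfaip3* did not. With an offset for the GC content of genes 19 did, with the exception of *Tnfaip3*, and with an offset for gene length 19 did, with the exception of *Mmp3*. With the TEC share (of counts on genes of the annotation's TEC class, transcribed regions with no assigned function class) as a covariate, all 20 did. A difference already present at 0 h in the opposite direction was found for 13 genes, *Adamts9*, *Adamtsl1*, *Anpep*, *B3gnt2*, *Col3a1*, *Ereg*, *Gm23935*, *Il1rl1*, *Jun*, *Mest*, *Sox4*, *Sox9* and *Tnfaip3*. Of these, *Gm23935* was also different in the other direction at the time point given (−1.34 in log2, adjusted p = 0.00902), so that the level at 0 h does not account for the whole difference. For the other 12, no difference in the other direction passed at the time point given, and a different response to IL-1β cannot be told apart from a different level before it. Every difference in response uses the same 3 IFT88siRNA and 3 NT libraries at 0 h. For the others, *Cilp2*, *Icam1*, *Mmp13*, *Mmp3*, *Pbx4*, *Ptgs2* and *Vcam1*, a candidate explanation is that *Ift88* depletion lowers their induction, of which *Mmp3* depends on the depth and length settings named above. With 1 replicate number left out, the difference of *Mmp3* at 8 h was from −2.74 to −1.26. Many of the named genes were chosen by the size of their difference, and reads shared between paralogs, a mislabelled library and reads of other cells were not tested.

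Over all genes, 201 had a different response at the 5 time points together. The siRNA labels were swapped at random within pairs of the same replicate number, which gave 40 splits with the real one, and 9 of them had as many genes or more (the highest other count was 712). These splits also turn the siRNA difference common to all time points into a difference in response, so they do not decide the matter. With that common difference taken out of each gene as an offset, 1 of 40 splits, the real one, had as many genes, and the others had at most 32. Depth, GC content and gene length were not tested on this number of genes, and no biological explanation is offered for it.

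The shift of the NFκB target list relative to 0 h was −0.34 (permutation p = 0.00133, with the labels at 0 h permuted too). The difference measured at 0 h, −0.092, does not account for it. At 0 h only 32 of the 45 genes were expressed highly enough to be tested, and the prior count makes differences between low levels smaller. A larger difference before IL-1β is therefore not excluded. The next 2 tests were run on the shift over 1 to 24 h without reference to 0 h, −0.43, and not on that relative to 0 h. A shift of all genes induced by IL-1β was tested with matched random lists, and the NFκB list lay at percentile 0 of 10000 of them. With the TEC share as a covariate, 100.3% of this shift was kept. The difference between the NFκB and MAPK lists relative to 0 h was −0.49 (permutation p = 1e-05, the smallest that the permutations can give). A part of this difference comes from 0 h, where the MAPK list was lower in IFT88siRNA by 0.30 in log2. On log2(TPM + 1), for which Salmon was run with a correction for GC content, the NFκB shift without reference to 0 h was −0.38 (permutation p = 1e-05) against −0.43 on log2 CPM, and the difference between the lists −0.23 (permutation p = 1e-05) against −0.29. As a hypothesis, *Ift88* depletion may lower the expression of NFκB targets after IL-1β beyond that of other induced genes, but depth and gene length were not tested on the list scores. The matched lists also do not exclude a loss that grows with the strength of induction, since their top bin had no upper limit. The NFκB list was set with the paper at hand, so it is not fully independent of these data.

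The paper does not report on genes of the TEC class. The class was chosen after several gene classes had been looked at. The share of counts on these genes was lower in IFT88siRNA at 0 and 1 h by a log2 difference of −0.30 (permutation p = 0.00501, the smallest possible with these 2 time points), and over 0 to 24 h by −0.18 (permutation p = 0.0103). In IFT88siRNA it was 83.8%, 79.3%, 97.2%, 86.9%, 84.2% and 99.6% of the NT share at 0, 1, 2, 4, 8 and 24 h. With log2 total counts as a covariate the difference at 0 and 1 h was −0.38 (95% interval −0.67 to −0.081), larger in size than without it. With all libraries thinned to the smallest total it was −0.30 (permutation p = 0.00501). These values argue against depth as the source of the difference at 0 and 1 h. Thinning leaves a share of counts the same on average, and the interval reaches to a much smaller difference, so a part due to depth is not excluded. RNA from nuclei or unspliced transcripts, which could differ in amount between preparations, was not tested. Other classes were also lower in IFT88siRNA at 0 and 1 h. Antisense genes had 94.2% and 87.6% of the NT share, and long intergenic non-coding genes 89.5% and 82.1%. The difference at 0 and 1 h is thus not particular to the TEC class.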

How the results depend on the processing

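The alternatives were chosen before the data were examined, except the cluster's own genes as background, the labels at 0 h permuted too, the TEC share (the share of counts on genes of the annotation's TEC class, transcribed regions with no assigned function class) as a covariate and the clustering inputs for the over-representation, which were chosen after seeing the data. For each changed value, the cause was not tested. A count is given here when it was more than 1.5 times the count reported or less than the count divided by 1.5.

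Without the threshold on the fold change, the higher and lower genes were 1538 and 1441 at 0 h, 1294 and 1514 at 1 h, 123 and 284 at 2 h, 218 and 352 at 4 h, 252 and 392 at 8 h and 554 and 764 at 24 h, the genes changed by IL-1β 14188, the altered genes 5314 (36.6% of the genes changed by IL-1β) and the genes with a different response 924. With DESeq2 in place of edgeR, the changed counts (higher and lower where both changed) were 66 and 99 at 0 h, 12 and 174 at 1 h, 2 and 29 at 4 h and 51 lower at 24 h, and 7.68% of the genes changed by IL-1β were altered. With no filter on low counts they were 45 higher at 1 h, 14 and 123 at 2 h, 93 lower at 4 h and 37 and 208 at 8 h, with 345 genes of a different response. With the replicate number as a block they were 10 and 105 at 2 h and 3 higher at 4 h. With all 36 libraries in 1 model they were 20 and 122 at 2 h and 42 and 189 at 8 h.

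On TPM values with log2(TPM + 1), the changed counts were 35 and 83 at 0 h, 12 and 73 at 1 h, 7 lower at 2 h, 6 lower at 4 h, 6 and 32 at 8 h and 19 and 32 at 24 h, with 420 altered genes (4.74% of the genes changed by IL-1β). With log2(TPM + 0.1) they were 45 and 112 at 0 h, 9 and 64 at 1 h, 10 and 12 at 2 h, 9 and 8 at 4 h, 6 and 23 at 8 h and 25 and 36 at 24 h. With no filter on TPM they were 24 and 45 at 0 h, 7 and 22 at 1 h, 8 and 7 at 2 h, 5 lower at 4 h, 2 and 9 at 8 h and 11 and 14 at 24 h. Relative to the 0 h mean of the same siRNA group, the shift of the MAPK list was 0.15, the reverse of its direction, both with the labels at 0 h fixed (permutation p = 0.0001) and with the labels at 0 h permuted too (permutation p = 0.203). DESeq2's size factors, run for 19 of the 25 results that answer a comparison, and upper-quartile scaling, run for 16, left these within the limits; neither was run for the shares of the clusters or the over-representation, nor upper-quartile scaling for the shifts of the lists.

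Across the 6 fits at a time point that each left out 1 library, there were 89 to 123 higher and 178 to 249 lower genes at 0 h, 18 to 34 higher and 198 to 429 lower genes at 1 h, 1 to 18 higher and 21 to 190 lower genes at 2 h, 2 to 10 higher and 21 to 131 lower genes at 4 h, 3 to 40 higher and 42 to 543 lower genes at 8 h and 53 to 98 higher and 50 to 92 lower genes at 24 h. Across the 3 fits that each left out 1 replicate number, the genes changed by IL-1β were 7656 to 7809, the altered genes 451 to 877 (5.35% to 9.99% of the genes changed by IL-1β) and the genes with a different response 62 to 165. The shift of the NFκB list was from −0.44 to −0.42, that of the MAPK list from −0.15 to −0.13 and their difference from −0.29 to −0.28. The log2 fold change of *Jun* at 1 h, which was not past the threshold, was from −0.051 to 0.081 across the 6 fits.

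With the cluster's own genes as background, the sets over-represented among the altered genes were 0, 6 and 5 in clusters 2, 3 and 4, against 4, 11 and 10. The 113 other results, mostly single genes, were recomputed 1459 times in all, of which 1252 were the same in direction and side of the threshold, 202 no longer past the threshold, 2 reversed (both of *Jun* at 1 h, above) and 3 moved (the sets above). DESeq2's independent filtering gave no adjusted p-value for *Ift88*, *Tnf*, *Gm42462* and *Scrg1* at 4 h, which have no value with DESeq2. Of those no longer past the threshold, 46 were with log2(TPM + 1), 45 with log2(TPM + 0.1), 53 with no filter on TPM and 55 with a replicate left out. The share of each cluster that was altered stayed within 1.5 times its value with the other clustering inputs and the other seed.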

Differences from the paper's values

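The paper's number of genes altered by IFT88siRNA over the time course is 4112, against 868 here. Of the alternatives set before the data were examined, only that without the threshold on the fold change, with 5314 genes, came within 1.5 times of the paper's number, and the others gave between 420 and 1053 genes. The paper's share of the genes changed by IL-1β that were altered is about 35% in Fig. S3C, read by eye, against 9.68% here. Again only the alternative without that threshold, with 36.6%, was near it.

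At 0 h, the paper's number of lower genes is about 140 in Fig. 3B, read by eye, against 238 here. DESeq2 in place of edgeR (99 genes), log2(TPM + 0.1) (112), all 36 libraries in 1 model (159) and leaving out NT replicate 1 (178), NT replicate 3 (193) or IFT88siRNA replicate 3 (190) came within 1.5 times of the paper's number, and the other alternatives did not. At 2 h, the paper's number of higher genes is about 8 in Fig. 3B, read by eye, against 5 here. DESeq2 (6 genes), the replicate number as a block (10), log2(TPM + 1) (7), log2(TPM + 0.1) (10), no filter on TPM (8) and leaving out NT replicate 3 (6) or IFT88siRNA replicate 3 (7) closed this gap, and the other alternatives did not. At 8 h, the paper's number of higher genes is about 22 in Fig. 3B, read by eye, against 12 here. None of the alternatives set before the data were examined closed this gap, and the TEC share as a covariate, which was chosen after seeing the values, gave 18 genes.

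Cluster 4 has about 2400 genes in the paper's Fig. 2C, read by eye, against 1440 here, and none of the clustering alternatives set before the data were examined (1485, 1315 and 1440 genes) closed the gap. The altered genes of clusters 1 to 5 are about 640, about 800, about 700, about 620 and about 520 in the paper's Fig. S3B, read by eye, against 85, 244, 180, 161 and 106 here. None of the clustering alternatives closed these gaps. With the altered genes taken on the adjusted p-value alone, there were 493, 928, 680, 568 and 412, each within 1.5 times of the paper's number.

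The paper describes cluster 4 as increased at the last 2 time points, and here its mean log2 change in NT was already 1.08 at 4 h. The paper places *Nos2* in cluster 3, and here it was in cluster 4. The paper places *Ttbk2* and *Nphp4* in the transiently reduced cluster and names *Wdr34* among the enrichments of the clusters, and here their log2 changes at 4 h in NT, −0.42, −0.44 and −0.47, were under the 1.5-fold threshold, so that only without that threshold did they count as changed by IL-1β. The paper describes clusters 1 and 5 as enriched for genes of cilium and basal body, and here the adjusted p-values of assembly of the primary cilium in cluster 1 and of the *Cep* genes in cluster 5 were 0.251 and 0.165. For the inflammasome, the list defined by symbol passed in cluster 3 (adjusted p = 0.019) and the Reactome pathway did not (adjusted p = 1). The paper describes the altered genes as evenly distributed over the clusters, and here their share was between 5.77% in cluster 1 and 12.9% in cluster 2. The paper names *Ccl2* and *Il1rap* among the genes lowered by IFT88siRNA, and here both were lower by less than 1.5-fold at every time point, with the lowest log2 fold changes −0.43 and −0.55. The legend of Fig. 3C gives only a threshold on the adjusted p-value, under which *Ccl2* was called at all time points but 2 h and *Il1rap* at all 6.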

Other observations

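In this part, the tests with the TEC share as a covariate, of the *Ift88* level across libraries and of replicate 3 at 8 h were chosen only after the result was seen. The number of higher or lower genes at a time point was compared with other splits of the 6 libraries into 3 and 3. Among the 4 splits that part every pair of the same replicate number, 1, the real one, had as many genes at each time point and in each direction, and the others had 0. With 4 splits, no share under 0.05 is possible, so this comparison could not have told the counts at 1 time point apart from random grouping, whatever they were. Among all 10 splits, including those that keep pairs together, another split exceeded the real number of higher genes at 2 h (17 against 5) and at 8 h (33 against 12), and no other split reached the real number for the lower genes at these time points or in either direction at 0, 1, 4 and 24 h. Over the time course, 1 of 40 splits, the real one, had as many altered genes, with at most 350 in the others. The same was found for the share altered of the genes changed by IL-1β (at most 4.05%), for the share altered in each of the 5 clusters, and, with time labels permuted within replicates, for the genes changed by IL-1β (at most 2067).

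With both thresholds, genes lower in IFT88siRNA outnumber the higher genes at 0 to 8 h. Without the threshold on the fold change there were 1538 higher and 1441 lower genes at 0 h, the reverse. There were 1294 and 1514 at 1 h, 123 and 284 at 2 h, 218 and 352 at 4 h and 252 and 392 at 8 h. The excess at 0 h thus depends on this threshold. From 1 to 8 h lower genes still outnumbered the higher ones without it, but by a smaller proportion. Technical explanations were tested by how far each moved the share of lower genes among the changed genes, in percentage points. For thinning to equal depth, an offset for GC content, an offset for gene length and leaving out the 20 genes with the most counts, in this order, the moves were −3.35, −5.36, −8.08 and −0.880 at 0 h, −1.26, −4.69, −3.84 and 0.0348 at 1 h, 0.789, −2.48, −3.54 and −0.397 at 2 h, −0.384, −5.15, −2.90 and 0 at 4 h, 1.62, −11.5, −12.1 and −0.721 at 8 h and −2.33, 0.632, 1.04 and −2.84 at 24 h. Of these, only GC content and gene length at 8 h moved the share by over 10 points, to 77.1% and 76.5%, so they may account for a part of the balance at 8 h, where most changed genes were still lower. At 1, 2 and 4 h the moves were smaller than the excess of lower genes, which was small or absent on TPM values at 2 and 4 h, and a difference in the preparation of the libraries was not tested, so no biological explanation is offered for the balance.

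Other gene lists, set with the lists above, were tested for a shift over 0 to 24 h. A changed interferon response to the transfection was tested with interferon-stimulated genes, which shifted by −0.13 (permutation p = 0.00047, adjusted p = 0.000783, below the NT mean of the time point in 15 of 18 IFT88siRNA libraries), with differences of −0.13, −0.15, −0.29, −0.12, −0.15 and 0.049 at 0, 1, 2, 4, 8 and 24 h. This is consistent with a lower interferon response in IFT88siRNA from 0 to 8 h but not at 24 h, where the direction was reversed, from the transfected sequence or from *Ift88* itself, which the design cannot separate. Proliferation was tested with cell-cycle genes, which shifted by 0.00081 (permutation p = 0.924, adjusted p = 0.924, below the NT mean of the time point in 11 of 18 IFT88siRNA libraries) and by −0.0040, −0.0090 and −0.024 with DESeq2's size factors, upper-quartile scaling and TPM, the reverse of the direction with TMM. Hedgehog target genes shifted by −0.0093 (permutation p = 0.83, adjusted p = 0.924, below the NT mean of the time point in 11 of 18 IFT88siRNA libraries). Their differences were 0.017, 0.20, 0.083, −0.11, −0.059 and −0.18 at 0, 1, 2, 4, 8 and 24 h, so this shift averages values of both signs. Chondrogenic markers shifted by −0.21 (permutation p = 2e-05, adjusted p = 5e-05, below the NT mean of the time point in 15 of 18 IFT88siRNA libraries), with 13 of 16 detected. By time point the difference was −0.023, −0.28, −0.36, −0.37, −0.19 and −0.040 at 0, 1, 2, 4, 8 and 24 h, so the shift comes from the libraries at 1 to 8 h with IL-1β, and at 0 h, which the paper's remark on differentiation is about, the markers were neither higher nor clearly lower. The transcripts of NFκB pathway components shifted by −0.075 (permutation p = 1e-05, adjusted p = 5e-05, below the NT mean of the time point in 18 of 18 IFT88siRNA libraries), so lower levels of the pathway's own transcripts remain a possible explanation for a small part of the lower NFκB targets. The direction of the lists other than the cell-cycle genes was the same under the 3 other scalings. On TPM the shift of the chondrogenic markers was smaller, at −0.10. Those of the interferon-stimulated genes and the NFκB pathway components were larger, at −0.15 and −0.097.

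Of the lower genes, 34.9%, 41.3%, 5.88%, 10.2%, 10.8% and 15.4% were not protein-coding at 0, 1, 2, 4, 8 and 24 h, against 14.8% to 16.3% of the tested genes. A lower share of TEC reads as the source of the lower coding genes was tested in the model of all 36 libraries. With the TEC share as a covariate, 63.5% of the lower coding genes were kept at 0 h, 57.7% at 1 h and 78.1% at 8 h, so the TEC share could account for a part of the lower genes at these time points but not for most. A covariate that itself differs between the siRNA groups also removes part of any real difference.

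The *Ift88* level among the 18 IFT88siRNA libraries, as deviation from the condition mean, rose with the TEC share: r = 0.88 (permutation p = 0.0195, adjusted p = 0.0975), rho = 0.80 (permutation p = 0.0191, adjusted p = 0.0955), 18 libraries, and r = 0.76 without the 2 farthest libraries. With adjustment over the 5 relations looked at, it did not pass. In the NT libraries the relation was r = 0.31 (permutation p = 0.252, adjusted p = 0.63), rho = 0.34 (permutation p = 0.246, adjusted p = 0.615), 18 libraries. Neither the labels nor the methods assign a library to a sequencing lane or batch, so no relation within batches was computed. A candidate explanation is a difference in knockdown or in preparation that moves both measures, and it was not tested further. The NFκB score did not rise with the *Ift88* transcript left in a library: r = −0.23 (permutation p = 0.601, adjusted p = 0.646), rho = −0.18 (permutation p = 0.6, adjusted p = 0.677), 15 libraries, and r = −0.15 without the 2 farthest.

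Among the IFT88siRNA libraries, the replicates were least alike at 8 h, with a chi-square per degree of freedom of up to 13.0 between 2 replicates, and among the NT libraries at 2 h, with up to 12.9. Without IFT88siRNA replicate 3 there were 40 higher and 543 lower genes, of which 230 (42.4%) were not protein-coding. A higher share of TEC reads in replicate 3 was tested as the reason for the fewer lower genes with all 6 libraries. With the TEC share as a covariate there were 18 higher and 108 lower genes, 1.16 times the 93 without it, so most of the gap stayed. This does not rule the TEC share out, since such a covariate also removes part of any real difference between the siRNA groups. The large share of lower genes without replicate 3 that were not protein-coding would go with that explanation. No biological explanation was tested for this pattern.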
